# EFHD2 suppresses intestinal inflammation by blocking intestinal epithelial cell TNFR1 internalization and cell death

**DOI:** 10.1038/s41467-024-45539-x

**Published:** 2024-02-12

**Authors:** Jiacheng Wu, Xiaoqing Xu, Jiaqi Duan, Yangyang Chai, Jiaying Song, Dongsheng Gong, Bingjing Wang, Ye Hu, Taotao Han, Yuanyuan Ding, Yin Liu, Jingnan Li, Xuetao Cao

**Keywords:** Autoimmunity, Inflammation, Gastrointestinal diseases

## Abstract

TNF acts as one pathogenic driver for inducing intestinal epithelial cell (IEC) death and substantial intestinal inflammation. How the IEC death is regulated to physiologically prevent intestinal inflammation needs further investigation. Here, we report that EF-hand domain-containing protein D2 (EFHD2), highly expressed in normal intestine tissues but decreased in intestinal biopsy samples of ulcerative colitis patients, protects intestinal epithelium from TNF-induced IEC apoptosis. EFHD2 inhibits TNF-induced apoptosis in primary IECs and intestinal organoids (enteroids). Mice deficient of *Efhd2* in IECs exhibit excessive IEC death and exacerbated experimental colitis. Mechanistically, EFHD2 interacts with Cofilin and suppresses Cofilin phosphorylation, thus blocking TNF receptor I (TNFR1) internalization to inhibit IEC apoptosis and consequently protecting intestine from inflammation. Our findings deepen the understanding of EFHD2 as the key regulator of membrane receptor trafficking, providing insight into death receptor signals and autoinflammatory diseases.

## Abstract (web summary)

Physiologically, the host suppresses intestinal epithelial cell death to prevent intestinal inflammation. Here, the authors show that EF-hand domain-containing protein D2 (EFHD2) endogenously suppresses intestinal epithelial cell death by blocking TNFR1 internalization and protects the intestine from excessive inflammation.

## Introduction

Inflammatory bowel disease (IBD), including Crohn’s disease (CD) and ulcerative colitis (UC), is a group of chronic inflammatory diseases of the gastrointestinal tract characterized by the disrupted intestinal barrier and the severe intestinal inflammatory response^1–3^. The intact epithelium and mucosal barrier jointly maintain the integrity of intestinal barrier and colonic homeostasis. However, excessive intestinal epithelial cell (IEC) death in IBD conversely aggravates the defects and disorders of the epithelium barrier, leading to substantial and persistent intestinal inflammation, which eventually advances the intestinal carcinogenesis^3,4^.

As a pleiotropic pro-inflammatory cytokine, TNF has been considered a primary driver of epithelium cell death in the intestine, and TNF blockade has achieved clinical benefit for IBD patients in clinic^5,6^. Upon TNF stimulation, TNFR1 normally recruits TRADD and RIPK1 to form complex Ι on the plasma membrane, which mediates NF-κB signaling. Once TNFR1-complex Ι is internalized by a clathrin-mediated endocytosis, de-ubiquitylation and degradation of RIPK1 lead to the dissociation of complex Ι and the formation of complex ΙΙ, which induces apoptosis eventually^7–9^. A recent study has characterized ATG9A as a checkpoint of TNF-induced apoptosis by targeting LC3-independent lysosomal degradation of cytotoxic complex ΙΙa^10^. Therefore, receptor internalization and endosomal trafficking are essential in the initiation and termination of TNFR1-mediated cell death signaling^8^. Indeed, membrane translocation and endosomal trafficking of immune receptors for cytokines, chemokines or cell death factors are verified to be important in various biological processes, but still underrated in the control of immune response and inflammation. Another study revealed the mechanism of spatiotemporal regulation of IFNAR endocytosis and endosomal sorting to differential activation of JAK-STAT signaling by IFN-α and IFN-β^11^. However, whether there exists suppressive molecular machinery in the membrane trafficking of the cell death receptors such as TNFR1 in IECs remains to be fully investigated.

EF-hand domain-containing protein D2 (also known as Swiprosin-1) is a calcium-binding protein with two conserved EF-chiral coiled-coil structural domains, and it is mostly involved in calcium signaling, cytoskeleton assembly and synapse formation^12–14^. EFHD2 is broadly expressed in various cell types, with particularly high expression in neurons^12^. The studies of the pathological role of EFHD2 therefore have focused on behavioral pathologies, neurological disorders, and neurodegenerative diseases^12,15–17^, highlighting the role of EFHD2 in regulating the membrane-cytoplasm trafficking of membrane-associated proteins. Our previous study showed that EFHD2 can interact with phosphorylated IFN-γR2 to promote IFN-γR2 trafficking from Golgi to cell membrane of macrophages upon intracellular bacterial infection, which facilitates subsequent IFN-γ signaling in innate response^18^. Therefore, further exploration for the regulation of membrane receptor trafficking by EFHD2 will better understand the control of immunity and inflammation.

Besides immune and neural tissues, *Efhd2* is also abundantly expressed in colon and duodenum^13,14^. Our preliminary experiments indicate the relatively high expression of EFHD2 in IECs. Therefore, we wonder the potential function of EFHD2 in the intestinal pathological processes. In this study, we identify EFHD2 as an endogenous suppressor of epithelial cell death by restraining the endocytosis of TNFR1 to suppress TNF-mediated death signaling. We find that EFHD2 can inhibit TNF-induced apoptosis in primary IEC, intestinal organoids (enteroids) and intestinal epithelial cell lines. Deficiency of EFHD2 in mouse IECs causes more severe intestinal symptoms in experimental colitis in vivo.

## Results

### *Efhd2* deficiency exacerbates experimental colitis

Following our investigation of Efhd2 in the macrophage innate response^18^, we examined the profile of Efhd2 protein expression in mouse organs, and we found the relatively higher level of Efhd2 expression in normal intestine and brain (Supplementary Fig. 1a). However, we detected the lower expression of EFHD2 protein in UC patients or mouse colon tissues with dextran sodium sulfate (DSS)-induced experimental colitis (Fig. 1a, b). The immunostaining showed that the EFHD2 expression in intestinal biopsy samples was significantly decreased in UC patients at the active stage compared with that in UC patients at the remission stage and in healthy controls (Fig. 1a, c). Similarly, the expression of Efhd2 in the colon of mice with DSS-induced colitis was reduced at the period of active acute inflammation on day 7, and then restored to be comparable to that of untreated controls at the period of remission on day 12 (Fig. 1b, c). EFHD2 was mainly expressed in the cytoplasm of epithelium in colon tissues, with relatively lower expression in the lamina propria (Fig. 1a, b). Likewise, by analyzing public single-cell RNA sequencing data^19^, we found that *EFHD2* was highly expressed in various epithelial cells in normal human colon tissue (Supplementary Fig. 1b). Therefore, our results implicated that decreased EFHD2 expression in intestinal epithelium might be involved in intestinal inflammation.

**Fig. 1:**
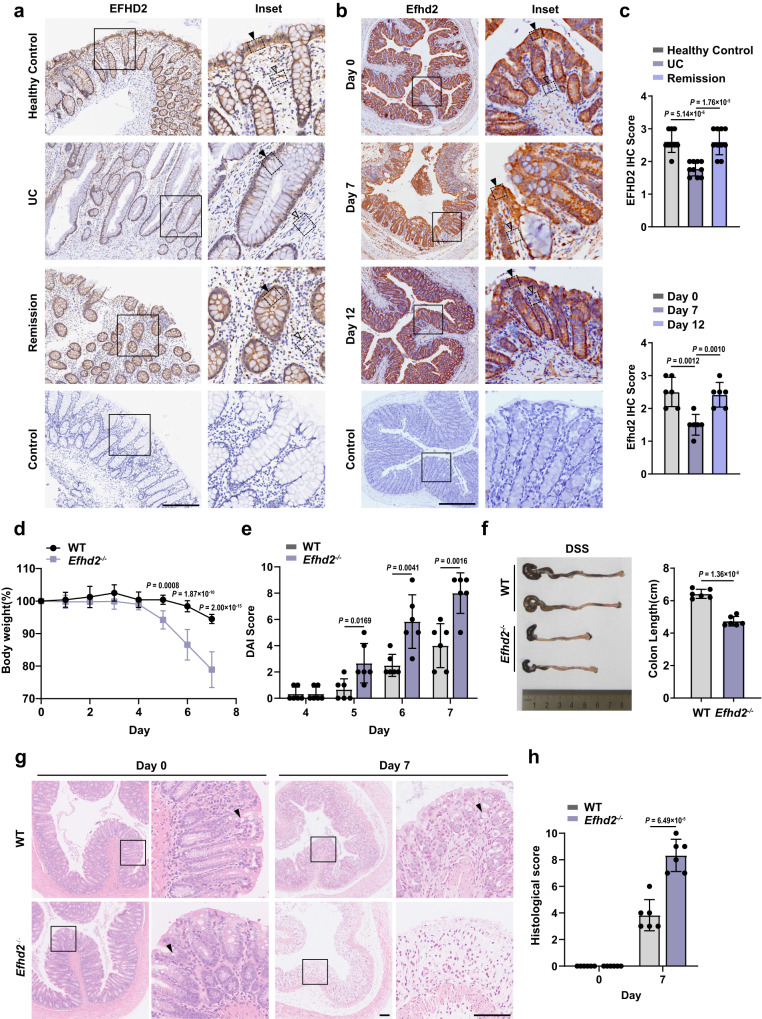
*Efhd2* deficiency exacerbates DSS-induced colitis. **a** Representative images of immunostaining for EFHD2 on intestinal biopsy samples from ulcerative colitis (UC) patients at the active or the remission stage, healthy controls and controls stained only with the secondary antibody. Scale bar, 300 μm. Solid arrowheads show intestinal epithelium and hollow arrowheads show the lamina propria. **b** Representative images of immunostaining for Efhd2 on distal colon tissues from C57BL/6J mice treated with 3% dextran sodium sulfate (DSS) for 6 days and sacrificed at the indicated time with secondary antibody controls. Scale bar, 400 μm. Solid arrowheads show intestinal epithelium and hollow arrowheads show the lamina propria. **c** Histologic scores of EFHD2 (**a**) and Efhd2 (**b**) staining were using a 3-point quantification scale. UC patients at the active or the remission stage (*n* = 10 each group), healthy controls (*n* = 9) in **a**. *n* = 6 mice each group in **b**. Relative percentage of body weight change (**d**), disease activity index (DAI) (**e**), and representative images and lengths of the colon (**f**) of WT and *Efhd2*^-/-^ mice after 3% DSS administration for 6 days and sacrificed on day 7. Representative images of hematoxylin and eosin (H&E) staining of distal colon (**g**) and histologic scores (**h**) of WT and *Efhd2*^-/-^ mice subjected to DSS-induced colitis on day 0 and day 7. Left scale bar, 100 μm; right scale bar, 200 μm; arrows show intestinal goblet cells in **g**. *n* = 6 mice each group (**d**–**f**, **h**). Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. For body weight curves, two-way ANOVA analysis with Sidak’s multiple comparisons test. Source data are provided as a Source Data file.

To further investigate the role of *Efhd2* in intestinal inflammation, we firstly constructed *Efhd2*^-/-^ mice by crossing *Efhd2*^f/f^ mice carrying loxp sites flanking the second exon of *Efhd2* with 129S/Sv-Tg (Prm-cre) 58Og/J mice^18^ (Supplementary Fig. 2a–c). *Efhd2* deficiency did not affect the intestinal development under the steady-state condition (Supplementary Fig. 2d, e). However, after challenging with 3% DSS, *Efhd2*^-/-^ mice developed more exacerbated colitis, manifested with increased loss of body weight, higher disease activity index (DAI) score and reduced length of colons, compared with similarly treated WT littermate controls (Fig. 1d–f). Correspondingly, *Efhd2*^-/-^ mice showed more severe disruption of the intestinal mucosal epithelium barrier accompanied by increased inflammatory cell infiltration and decreased intestinal goblet cells (Fig. 1g, h). Besides, an increased proportion of granulocytes and CD4^+^ T cells were recruited to lamina propria of *Efhd2*^-/-^ mice after DSS administration (Supplementary Fig. 2f, g).

Together, our findings suggested that EFHD2 expression was decreased in the autoimmune inflammatory intestine and *Efhd2*-deficient mice were more sensitive to experimental acute colitis.

### Intestinal epithelial deficiency of *Efhd2* exacerbates experimental colitis

To examine the possible role of *Efhd2* in myeloid cells in the regulation of colitis, we generated mice with conditional knockout of *Efhd2* in myeloid cells (*Efhd2*^f/f^ Lyz^cre/+^) by crossing *Efhd2*^f/f^ mice with Lyz-Cre mice. Following the same procedure of DSS administration, we found no difference in the body weight loss, DAI score, colon length (Supplementary Fig. 3a–c) or histological morphology of colon tissues (Supplementary Fig. 3d) between *Efhd2*^f/f^ Lyz^cre/+^ and *Efhd2*^f/f^ mice. These results excluded the importance of *Efhd2* in myeloid cells during DSS-induced intestinal inflammation.

We then generated mice with conditional knock-out of *Efhd2* in the intestinal epithelium (*Efhd2*^f/f^ Vil1^cre/+^) by crossing *Efhd2*^f/f^ mice with Vil1-Cre mice (Supplementary Fig. 3e–g). Under the steady-state condition, deletion of *Efhd2* in IECs of mice did not affect the length of colons (Supplementary Fig. 3h). Additionally, we conducted immunostaining of intestinal tissues including Ki67 to detect the proliferation of intestinal epithelium, and multiple markers of different IEC subtypes of small intestine and colon, such as Lysozyme for Paneth cells, Chromagranin-A for enteroendocrine cells, Carbonic Anhydrase 1 (CA1) for colonocytes, Muc-2 and PAS for goblet cells^20^. Indeed, we found that *Efhd2* deficiency in IECs did not affect intestinal development, differentiation and proliferation (Supplementary Fig. 3i, j). However, *Efhd2*^f/f^ Vil1^cre/+^ mice were more susceptible to DSS-induced colitis than *Efhd2*^f/f^ mice, characterized by significantly more body weight loss, higher DAI score and shorter colon lengths (Fig. 2a–c). Histology of colon tissues from *Efhd2*^f/f^ Vil1^cre/+^ mice showed more severe damage of intestinal epithelium accompanied with the increased inflammatory cell infiltration and goblet cells loss (Fig. 2d–f) and increased production of proinflammatory cytokine IL-6 and IL-1 (Fig. 2g). Moreover, we observed significantly reduced staining of the epithelial marker E-cadherin in distal colon tissues of *Efhd2*^f/f^ Vil1^cre/+^ mice relative to controls after DSS treatment (Fig. 2h). Correspondingly, the intestinal permeability assay showed higher permeability of the intestinal barrier in *Efhd2*^f/f^ Vil1^cre/+^ mice than that in *Efhd2*^f/f^ mice (Fig. 2i). Above results suggested an obvious decrease of IECs and impaired intestinal barrier upon DSS treatment. Thus, deficiency of *Efhd2* in intestinal epithelium exacerbated mouse acute colitis and intestinal epithelial barrier damage.

**Fig. 2:**
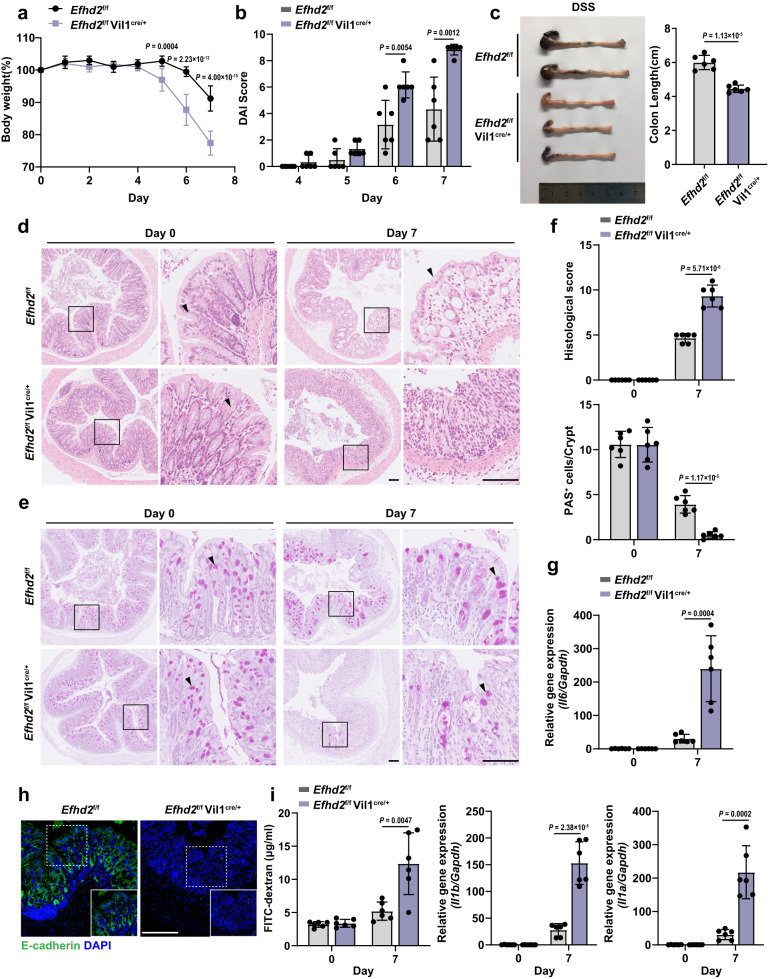
Epithelial *Efhd2* deficiency exacerbates DSS-induced colitis. Relative percentage change of body weight (**a**), DAI score (**b**), and representative images of colon morphology and lengths (**c**) of *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice after 2.5% DSS administration for 6 days and sacrificed on day 7. Representative images of H&E (**d**) and periodic acid-Schiff (PAS) (**e**) staining of distal colon of *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice subjected to DSS-induced colitis on day 0 and day 7. Left scale bar, 100 μm; right scale bar, 200 μm; arrows show intestinal goblet cells. **f** Histologic scores and PAS-positive cells per crypt in **d**, **e**. **g** Relative gene expression levels of *Il6*, *Il1b* and *Il1a* from colonic tissues of *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice on day 7 after 6-day DSS treatment compared to day 0. **h** Representative images of E-cadherin (green) staining of the distal colon from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice after DSS administration on day 7. Scale bar, 150 μm. **i** Concentration of FITC-dextran from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice subjected to DSS-induced colitis was measured to detect intestinal permeability on day 0 and day 7. *n* = 6 per group (**a**–**c**, **f**, **g**, **i**). Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. For body weight curves, two-way ANOVA analysis with Sidak’s multiple comparisons test. Source data are provided as a Source Data file.

### Efhd2 inhibits intestinal epithelial cell apoptosis during experimental colitis induction

To investigate how *Efhd2* deficiency enhanced the damage of intestinal epithelium, we examined cell death in colonic tissue sections by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining and found increased number of TUNEL^+^ IECs in *Efhd2*^f/f^ Vil1^cre/+^ mice relative to controls upon DSS treatment (Fig. 3a). The results suggested that Efhd2 in IECs may maintain the integrity of the intestinal epithelial barrier by inhibiting intestinal epithelial cell death.

**Fig. 3:**
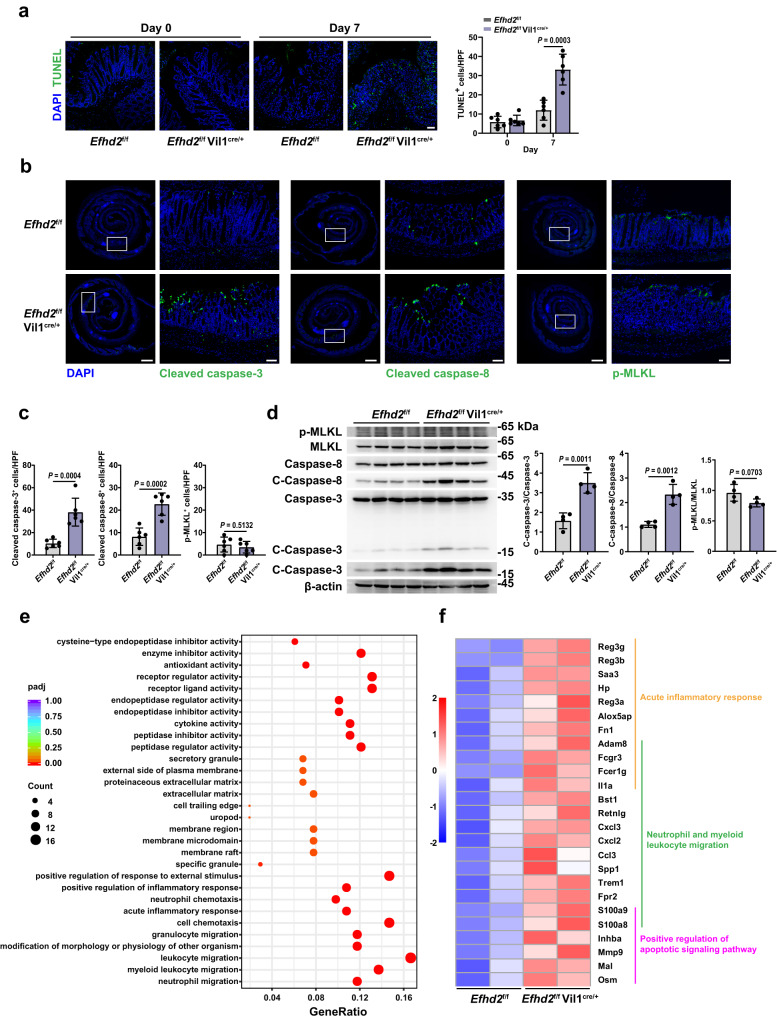
EFHD2 inhibits apoptosis but not necroptosis in intestinal epithelial cells. **a** Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining of the distal colon from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice and counts of TUNEL-positive cells before and after DSS administration on day 7. Scale bar, 50 μm; n = 6 each group; HPF, high power field. **b** Immunofluorescent detection of cleaved caspase-3, cleaved caspase-8 and p-MLKL (green) in colonic samples from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice after DSS administration on day 7. Left scale bars of each marker, 1000 μm; right scale bars of each marker, 100 μm. **c** Quantifications of cleaved caspase-3, cleaved caspase-8 and p-MLKL positive cells from **b**. *n* = 6 each group. **d** Western blot analysis and quantifications of cleaved caspase-3 (C-Caspase-3), cleaved caspase-8 (C-Caspase-8) and p-MLKL in lysates of isolated IECs from DSS-treated *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice on day 7. *n* = 4 each group. **e** Gene Ontology (GO) enrichment for biological processes from significantly up-regulated transcripts in the transcriptome of IECs from DSS-treated *Efhd2*^f/f^ Vil1^cre/+^ versus *Efhd2*^f/f^ mice on day 7. GO enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package (padj <0.05). The padj was calculated with Benjamini-Hochberg multiple testing adjustment. Dot color corresponds to the padj of enrichment, and dot size is determined by the gene count (two-sided). **f** Heatmap of significantly increasingly expressed genes related to acute inflammatory response, neutrophil and myeloid leukocyte migration, and positive regulation of apoptotic signaling pathway from **e**. Two replicates each group. Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. Source data are provided as a Source Data file.

Apoptosis and necroptosis are main programmed cell death pathways of IECs in colitis^4^. Both excessive apoptosis and necrosis lead to the breakdown of the intestinal barrier, which in turn exacerbates bacterial invasion and inflammatory response in the intestine^4,21,22^. We performed immunofluorescence staining for cleaved caspase-3 and cleaved caspase-8 (markers of apoptosis) and for phosphorylated mixed-lineage kinase domain-like protein (p-MLKL, a marker of necroptosis^23^) in the colon of *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice after DSS stimulation. We found that compared to those in the intestinal epithelial villi of *Efhd2*^f/f^ mice, levels of cleaved caspase-3 and cleaved caspase-8, which were mainly distributed in the proximal and mid colonic regions, were significantly higher in *Efhd2*^f/f^ Vil1^cre/+^ mice, whereas the p-MLKL level was similar between *Efhd2*^f/f^ Vil1^cre/+^ and *Efhd2*^f/f^ mice (Fig. 3b, c). Besides, the elevated IEC apoptosis observed in the *Efhd2*^f/f^ Vil1^cre/+^ mice was primarily localized to the top regions of villi in the intestinal epithelium, while a small portion occurred within the midsection of the crypt axis (Fig. 3b). We then isolated primary IECs from these mice after DSS stimulation and found, consistently, a significantly increased cleaved caspase-3 and cleaved caspase-8 level, but not the p-MLKL level, in IECs of *Efhd2*^f/f^ Vil1^cre/+^ mice (Fig. 3d). These results indicated that Efhd2 has a critical role in inducing IEC apoptosis but not necroptosis during experimental colitis induction.

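Primary IECs were isolated from the colons of *Efhd2* f/f Vil1 cre/+ mice, in which Cre recombinase expressed from the villin promoter deletes *Efhd2* in the intestinal epithelium, and of *Efhd2* f/f controls. RNA was sequenced from 4 groups of 2 libraries each, with both genotypes taken on day 0 without DSS and on day 7 after DSS administration. The authors deposited a table for each day. It gives the normalized count of every library for the genes it lists, the mean of each genotype, and the authors' log2 fold change, p-value and adjusted p-value. The 2 tables were normalized separately, so the genotypes were compared only within a day. The numbers that the tables give to the libraries (51 and 53 for *Efhd2* f/f Vil1 cre/+ and 50 and 52 for *Efhd2* f/f on day 0; 65 and 71 for *Efhd2* f/f Vil1 cre/+ and 67 and 68 for *Efhd2* f/f on day 7) are not replicate numbers, and no library of one genotype was paired with a library of the other.

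Only genes past the paper's thresholds are listed. The authors' deposited tables hold 128 genes on day 7, of which 117 were higher and 11 lower in *Efhd2* f/f Vil1 cre/+ IECs, and 309 genes on day 0, of which 99 were higher and 210 lower. From the ratio of the p-values to the adjusted p-values in the authors' deposited tables, 24992 genes were tested on day 7 and 24084 on day 0. By the same ratio, the last gene listed on day 7 had rank 128 among the genes tested, so no gene with a smaller adjusted p-value is missing from that list. On day 0 the last listed gene had rank 568, and 259 genes at or before that rank are not listed. Because the listed genes were chosen for their difference between these same libraries, a test on them shows which genes hold under another model, not how many genes change. The depth of the libraries is unknown. Over the listed genes of day 7, the normalized counts summed to 411504 and 614168 in the *Efhd2* f/f Vil1 cre/+ libraries 65 and 71, and to 71972 and 121940 in the *Efhd2* f/f libraries 67 and 68. *Reg3b* and *Reg3g* made up 55.8% and 60.4% of the sum in the *Efhd2* f/f Vil1 cre/+ libraries. On day 0 the sums were 257002 and 205066 in *Efhd2* f/f Vil1 cre/+ libraries 51 and 53, and 150452 and 149389 in *Efhd2* f/f libraries 50 and 52.

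The targeted gene was examined first. *Efhd2* (ENSMUSG00000040659) lies on the minus strand of chromosome 4 of GRCm38 from 141858142 to 141874920 and has 4 exons, of which exon 2, the exon flanked by loxP sites, is 148 bp long (141861805 to 141861952). On day 0, *Efhd2* was at 634 ± 112 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 2674 ± 16.2 in *Efhd2* f/f IECs (means ± s.d., n = 2 libraries each), a log2 fold change of -2.09 (standard error 0.39, adjusted p = 0.00554, limma). Here and below, log2 fold changes were computed on log2(normalized count + 1), and adjusted p-values came from limma with Benjamini-Hochberg adjustment over the genes listed for that day. With each library left out in turn, the log2 fold change of *Efhd2* stayed between -2.27 and -1.91. *Efhd2* is not among the 128 genes listed on day 7, so its level in the day 7 libraries was not analysed here and the genotype labels of that day were not checked this way. With 2 libraries against 2, a two-sided exact permutation test of a single gene cannot give a p below 0.333.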

We also performed the transcriptome analysis of primary IECs from mice after DSS administration on day 7. It revealed that genes with increased expression in *Efhd2*^-/-^ IECs compared to controls were associated with the acute inflammatory response, neutrophil and myeloid leukocyte migration (Fig. 3e and Supplementary Fig. 4a, b), consistent with the earlier results of increased immune cells infiltration. 

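On day 7, limma called 99 of the listed genes higher and 10 lower in *Efhd2* f/f Vil1 cre/+ IECs (adjusted p under 0.05 and absolute log2 fold change above 1). Both *Efhd2* f/f Vil1 cre/+ libraries were above both *Efhd2* f/f libraries for 116 of the listed genes, and below both for 11. Random labels would separate 2 libraries from 2 in this way for 33.3% of unselected genes, but the listed genes were selected for a difference between these libraries, so their separation was largely fixed in advance. The calls depended on the settings. Adjusted over all genes the authors tested, 0 genes were called in either direction (104 higher and 10 lower at an unadjusted p under 0.05, limma), and without variance moderation, a setting chosen after seeing the data, 3 were called higher and 0 lower (39 and 3 at an unadjusted p under 0.05). The adjustment over all tested genes was run only with the variance shared among all listed genes, so its 0 calls hold for that fit. When each library was scaled to the same sum over the listed genes, the median log2 fold change of the listed genes shifted by -2.41, and 5 genes were called higher and 9 lower.

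All 25 genes of Fig. 3f were listed on day 7, and in all 25 both *Efhd2* f/f Vil1 cre/+ libraries were above both *Efhd2* f/f libraries. Limma called 22 of them higher, both over all listed genes and when adjusted over the 25 genes alone. Pseudocounts of 0.1 and 10 called 19 and 25 of them. With the list limited to genes with a mean of at least 50, 19 were called, and *Cxcl2*, *Fcer1g* and *Mal* lost their calls. In the acute inflammatory response group, 10 of 11 genes were called, with log2 fold changes from 1.71 to 4.21. The largest changes in this group were those of *Reg3g*, *Reg3a* and *Reg3b*, which encode antimicrobial lectins and lie in a cluster on chromosome 6 of GRCm38 (78466269 to 78468872, 78380709 to 78383827 and 78370657 to 78373466). *Reg3g* was at 77851 ± 26296 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 4122 ± 722 in *Efhd2* f/f IECs (n = 2 each), a log2 fold change of 4.21 (standard error 0.77, adjusted p = 0.00355, limma). *Reg3b* was at 222622 ± 73767 against 13612 ± 89.6, a log2 fold change of 3.99. *Reg3a* was less even, with 550 ± 635 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs against 20.4 ± 13.2, and a log2 fold change of 4.06. Their sequences are related, and reads shared between these paralogs could have been split by the authors' counting. The log2 fold changes of the other genes of this group that were called were 3.08 for *Saa3*, 2.56 for *Alox5ap*, 2.52 for *Il1a*, 2.38 for *Fn1*, 2.29 for *Hp*, 2.09 for *Fcgr3* and 1.85 for *Fcer1g*. *Adam8*, at 1.71, was not called (adjusted p = 0.0597, limma).

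In the neutrophil and myeloid leukocyte migration group, 12 of 14 genes were called, with log2 fold changes from 1.70 to 2.67. *S100a9*, on chromosome 3 from 90692632 to 90695721, was at 15893 ± 8116 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 2515 ± 551 in *Efhd2* f/f IECs, a log2 fold change of 2.58 (standard error 0.79, adjusted p = 0.0176, limma). The log2 fold changes were 2.61 for *S100a8*, 2.63 for *Retnlg*, 2.55 for *Cxcl3*, 2.25 for *Bst1*, 2.24 for *Fpr2* and 2.00 for *Cxcl2*. The *Efhd2* f/f Vil1 cre/+ libraries differed from each other for *Spp1* (755 in library 65 and 97.6 in library 71) and *Ccl3* (1815 and 452), whose log2 fold changes were 2.67 and 2.16. With a pseudocount of 0.1 neither *Spp1* (adjusted p = 0.0521, limma) nor *Ccl3* (adjusted p = 0.0546, limma) was called. *Trem1*, at 1.70, and *Adam8*, which is also in this group, at 1.71, were not called (adjusted p = 0.0579 and 0.0597, limma).

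Of neutrophil and macrophage marker lists written before the data were examined, 19 genes were listed on day 7, and all 19 were higher, while with equal sums over the listed genes 12 were higher and 7 lower. The list of day 7 holds few lower genes, so a test of direction could not set these 19 apart from the other listed genes (98 higher and 11 lower). Even with all 19 higher, p was 0.368 (two-sided Fisher's exact test). The largest changes among them were those of *Ngp* and *Ltf*, which encode proteins of neutrophil granules, with log2 fold changes of 6.00 and 5.53. They rested mainly on library 71, in which *Ngp* was at 7712 normalized counts against 90.6 in library 65 and 12.1 and 12.2 in the *Efhd2* f/f libraries. *Lcn2*, *Stfa2l1* and *Mmp8* followed, with log2 fold changes of 3.59, 2.90 and 2.81. Among all listed genes with a mean of at least 100 normalized counts, the next largest increases were those of *Reg3d* (5.10), *Ifitm6* (4.74) and *Nos2* (4.45), and the largest decreases were those of *Arc* (-3.02), *Etv4* (-2.84), *AI506816* (-2.74), *Cyp2c55* (-2.14) and *Pdk4* (-2.05). With each library left out in turn, *Pdk4* ranged from -3.15 to -0.95, so its decrease could fall short of the threshold. It was also not called with a pseudocount of 0.1 (adjusted p = 0.0607, limma). From the functional groups of the genes with increased expression, the paper states that they were associated with the acute inflammatory response and with migration of neutrophils and myeloid leukocytes, and sets this beside its earlier observation of increased immune cell infiltration.

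**Figure D1:**
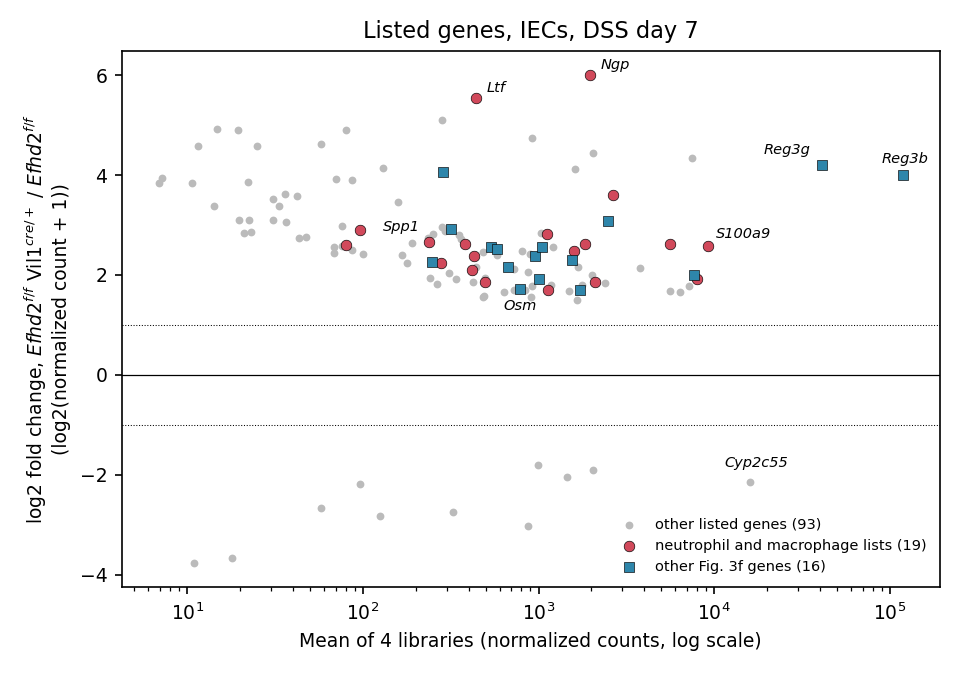
log2 fold change between *Efhd2* f/f Vil1 cre/+ and *Efhd2* f/f IECs on day 7 after DSS against the mean normalized count of the 4 libraries (log scale), for the 128 genes listed. Circles are the 19 genes of the neutrophil and macrophage lists and squares are the other 16 genes of Fig. 3f; all of them lie above 0 with the values as deposited, and dotted lines mark log2 fold changes of -1 and 1.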

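The group for positive regulation of apoptotic signaling in Fig. 3f has 6 genes, *S100a9*, *S100a8*, *Inhba*, *Mmp9*, *Mal* and *Osm*, of which *S100a9* and *S100a8* are also in the group for leukocyte migration. Both *Efhd2* f/f Vil1 cre/+ libraries of day 7 were above both *Efhd2* f/f libraries for each of the 6, and limma called 5 of them higher. *S100a9*, *S100a8* and *Mmp9* are also on the neutrophil list, and the isolated cells were not sorted. The rise of these genes may therefore reflect infiltrating cells as well as expression in IECs. *Inhba*, which encodes a subunit of activin, lies on chromosome 13 of GRCm38 from 16011851 to 16031621. It was at 565 ± 415 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs (858 and 271) and 66.1 ± 30.2 in *Efhd2* f/f IECs (means ± s.d., n = 2 libraries each), a log2 fold change of 2.93 (standard error 0.85, adjusted p = 0.0159, limma). *Mmp9*, a matrix metalloproteinase gene on chromosome 2 from 164940780 to 164955850, was at 2742 ± 1974 against 446 ± 189, a log2 fold change of 2.47 (standard error 0.85, adjusted p = 0.0233, limma). *S100a8* was at 9766 ± 7424 normalized counts against 1395 ± 505 (adjusted p = 0.0209, limma). *Mal*, on chromosome 2 from 127633226 to 127656695, was at 1562 ± 251 against 452 ± 272, a log2 fold change of 1.92 (standard error 0.80, adjusted p = 0.0446, limma). It was not called with a pseudocount of 0.1 (adjusted p = 0.0538, limma), nor with the list limited to genes with a mean of at least 50.

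*Osm*, the gene of the cytokine oncostatin M on chromosome 11 from 4236420 to 4241026, was at 1185 ± 305 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 377 ± 178 in *Efhd2* f/f IECs. Its log2 fold change was 1.71 (standard error 0.79, adjusted p = 0.0573, limma), and it was not called. The authors' deposited table gives *Osm* a log2 fold change of 1.65 and an adjusted p-value of 0.0346. With each library left out in turn, the log2 fold changes stayed between 1.21 and 2.21 for *Osm*, 1.27 and 2.57 for *Mal*, 2.10 and 3.76 for *Inhba*, 1.66 and 3.28 for *Mmp9*, 1.74 and 3.48 for *S100a8*, and 2.03 and 3.12 for *S100a9*. With the libraries scaled to equal sums over the listed genes, none of the 6 was called: *Inhba* was at 0.52, *S100a8* at 0.19, *S100a9* at 0.15, *Mmp9* at 0.05, *Mal* at -0.50 and *Osm* at -0.71. Most genes listed on day 7 were selected as higher, and this scaling lowers their median log2 fold change by 2.41, so the loss of calls at these fold changes follows from the scaling and is no test of these genes.

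**Figure D2:**
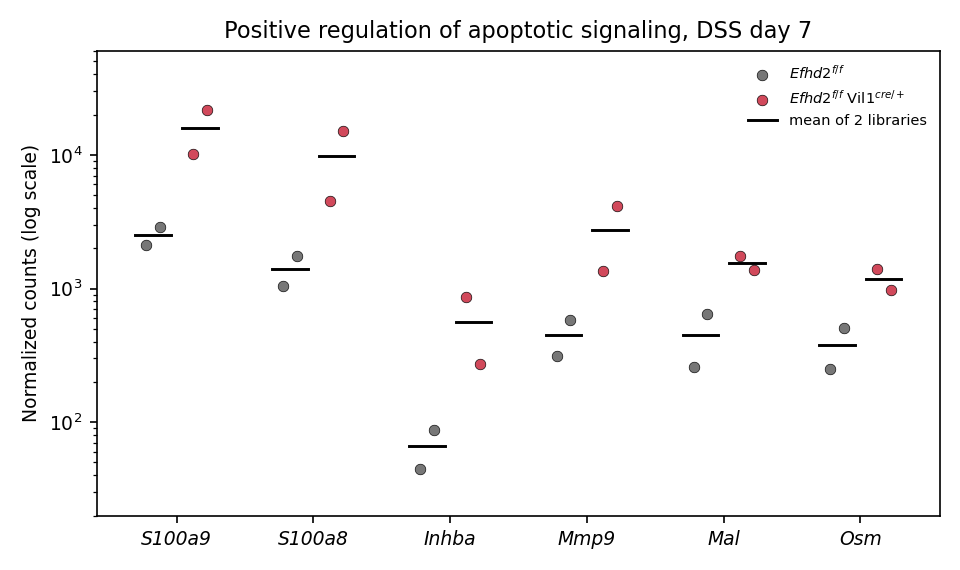
Normalized counts (log scale) of the 6 genes of the group for positive regulation of apoptotic signaling in IECs on day 7 after DSS, with a point for each library and a bar at the mean of the 2 libraries of each genotype. Both points of *Efhd2* f/f Vil1 cre/+ IECs lie above both points of *Efhd2* f/f IECs for each gene.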

After DSS stimulation, the expression of genes related to the apoptotic signaling pathway was significantly increased in *Efhd2*-deficient IECs (Fig. 3f), which provide further evidence for the function of Efhd2 on IEC apoptosis.

Taken together, these results suggested that deficiency of *Efhd2* in IECs promoted IEC apoptosis, but not necroptosis, to impair the integrity of intestinal barrier and therefore caused the more severe colitis in mice induced by DSS.

### Efhd2 protects intestinal epithelium from TNF-induced apoptosis

To investigate whether Efhd2 in IECs exerted an inhibitory effect on TNF-induced apoptosis, we intravenously injected recombinant mouse TNF to *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice to induce rapid IEC death, mainly at the villi tips of the small intestine^24^. We found the increased IEC death in the intestinal barrier of *Efhd2*^f/f^ Vil1^cre/+^ mice, as evidenced by a significantly increased level of cleaved caspase-3 staining in small intestine villi relative to controls (Fig. 4a). Accordingly, shortened villi and more severe damage of intestinal barrier were observed in IEC *Efhd2-*deficient mice (Fig. 4b). These data indicated that Efhd2 protected the intestinal epithelium from TNF-induced apoptosis in vivo.

**Fig. 4:**
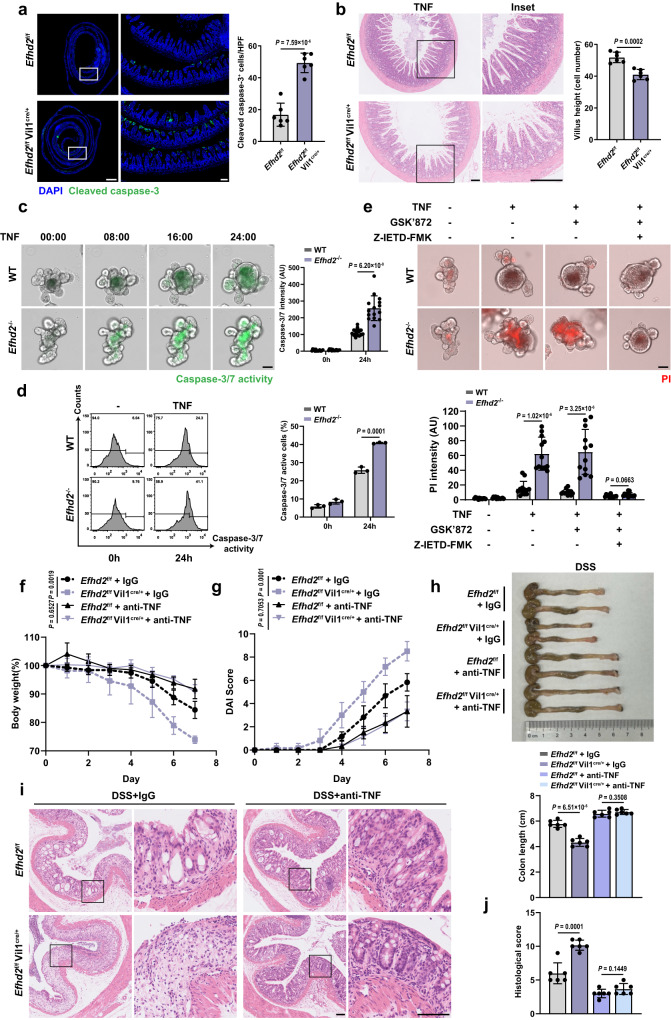
EFHD2 protects intestinal epithelium from TNF-induced cell death. **a** Representative images of immunofluorescence for cleaved caspase-3 (green) and quantification of the small intestine from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice 4 h after intravenous injection with TNF. Left scale bar, 1000 μm; right scale bar, 100 μm. *n* = 6 each group. **b** H&E staining of the small intestine from **a** and quantification of villus height. Left scale bar, 100 μm; right scale bar, 200μm. n = 6 each group. **c** Time-series images of WT and *Efhd2*^-/-^ enteroids on day 5 treated with 20 ng/ml TNF in the presence of a caspase-3/7 activity detection reagent (green). Digits represent hours: minutes; scale bars, 50 μm. Quantification of caspase-3/7 intensity was shown in the right histogram. AU arbitrary units. n = 15 enteroids each group. **d** Flow cytometric analysis of caspase-3/7 activity from dispersed WT and *Efhd2*^-/-^ enteroids treated with TNF for 24 hours. *n* = 3 mice each group. **e** Representative images of WT and *Efhd2*^-/-^ enteroids on day 5 treated with 20 ng/ml TNF together with GSK’872 or with Z-IETD-FMK for 24 hours in the presence of propidium iodide (PI) (red). Scale bar, 50 μm. The PI intensity was quantified at the endpoint (below). *n* = 12 enteroids each group. **f**, **g** Relative percentage change of body weight (**f**), DAI score (**g**) of *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice subjected to 2.5% DSS and injected intraperitoneally with control IgG or anti-TNF antibody. **h** Representative images of colon morphology and lengths from mice in **f** on day 7. **i**, **j** Representative images of H&E staining (**i**) and histologic scores (**j**) of distal colons of mice in **f** on day 7. Upper scale bar, 100 μm; lower scale bar, 200 μm. *n* = 6 per group (**f**–**h**, **j**). Data are representative of at least three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. For body weight curves and DAI score, two-way ANOVA analysis with Sidak’s multiple comparisons test. Source data are provided as a Source Data file.

Furthermore, we isolated intestinal crypts from *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice and cultured primary enteroids (Supplementary Fig. 5a). The viability and buds were similar between WT and *Efhd2*^-/-^ enteroids (Supplementary Fig. 5b, c). The immunostaining for Edu or multiple markers for Paneth cell (Lysozyme) and goblet cell (Muc-2) showed the similar development, differentiation and proliferation between WT and *Efhd2*^-/-^ enteroids (Supplementary Fig. 5d). Besides, we performed propidium iodide (PI) staining for necrotic cores on WT and *Efhd2*^-/-^ enteroids, and excluded the formation of necrotic cores inside the enteroids (Supplementary Fig. 5e). We subsequently performed TNF-induced apoptosis experiments on mature enteroids. Live imaging revealed increased caspase-3/7 activity in *Efhd2*^-/-^ enteroids compared to control enteroids treated with TNF for 24 h (Fig. 4c). Similar findings were also observed in enteroids treated with TNF and LCL-161 (TS), a second mitochondrial activator of caspase (SMAC) mimetic to induce RIPK1-dependent apoptosis or with TNF and Cycloheximide (CHX) (TC) to induce RIPK1-independent apoptosis (Supplementary Fig. 5f). Consistently, *Efhd2*^-/-^ enteroids showed higher activity of caspase-3/7 after TNF stimulation by flow cytometry analysis (Fig. 4d and Supplementary Fig. 5g). However, there was no significant difference in the PI intensity between *Efhd2*^-/-^ and WT enteroids when we induced necroptosis by combining zVAD-fmk, a pan-caspase inhibitor, with either TNF and CHX (TCZ) or TNF and LCL-161 (TSZ) (Supplementary Fig. 5h). Furthermore, we treated enteroids with TNF in combination with GSK’872 (inhibitor for RIPK-3) or Z-IETD-FMK (specific inhibitor for caspase-8). We found the increased cell death of *Efhd2*^-/-^ enteroids indicated by PI which could only be rescued by GSK’872 combined Z-IETD-FMK but not by GSK’872 only (Fig. 4e), indicating that Efhd2 could protect enteroids from TNF-induced apoptosis but not necroptosis.

To further rule out additional sensitivity to TNF-independent death pathways in vivo, we treated *Efhd2*^f/f^ and *Efhd2*^f/f^ Vil1^cre/+^ mice with anti-TNF antibody or control IgG intraperitoneally every 2 days since DSS administration. Compared with control group, the symptoms of acute colitis in *Efhd2*^f/f^ Vil1^cre/+^ mice were obviously alleviated after treated with anti-TNF antibody, manifested as the fewer body weight loss, lower DAI score, longer colon lengths, and milder histologic damage of intestinal epithelium (Fig. 4f–j).

Taken together, our findings demonstrated that *Efhd2* deficiency promotes TNF-induced IEC apoptosis in both mouse model and the enteroids.

### EFHD2 suppresses RIPK1-dependent and -independent TNF-induced apoptosis

To further elucidate the molecular mechanism of EFHD2 in the inhibition of IEC apoptosis, we used human colorectal cancer cell lines HT-29 and HCT-116. Firstly, knocking down *EFHD2* in both cell lines (Supplementary Fig. 6a, b) significantly elevated the cleaved caspase-8, cleaved caspase-7 and cleaved caspase-3 levels after TNF, TS or TC stimulation (Fig. 5a and Supplementary Fig. 6c) but caused no significant difference in levels of p-RIPK1 and p-MLKL induced by TCZ or TSZ (Supplementary Fig. 6d), which implied an increased apoptosis but not necroptosis after silence of *EFHD2*. We then generated *EFHD2*^*-/-*^ HCT116 and HT29 cell lines by CRISPR/Cas9 (Supplementary Fig. 6e). Consistent with results from knockdown of *EFHD2*, deletion of *EFHD2* resulted in a significantly higher proportion of annexin V^+^ PI^-^ cells and enhanced caspase-3/7 activity than in controls when treated with TC or TS (Fig. 5b–d and Supplementary Fig. 6f), but comparable proportion of PI^+^ cells when treated with TSZ (Supplementary Fig. 6h). Furthermore, western blots analysis also showed increased apoptosis (Fig. 5e and Supplementary Fig. 6g) but comparable necroptosis (Fig. 5e) in *EFHD2*-deficient cells under indicated TNF treatments, accordant with our findings in mice enteroids. Collectively, above findings demonstrated that EFHD2 significantly inhibited TNF-induced RIPK1-dependent and -independent IEC apoptosis.

**Fig. 5:**
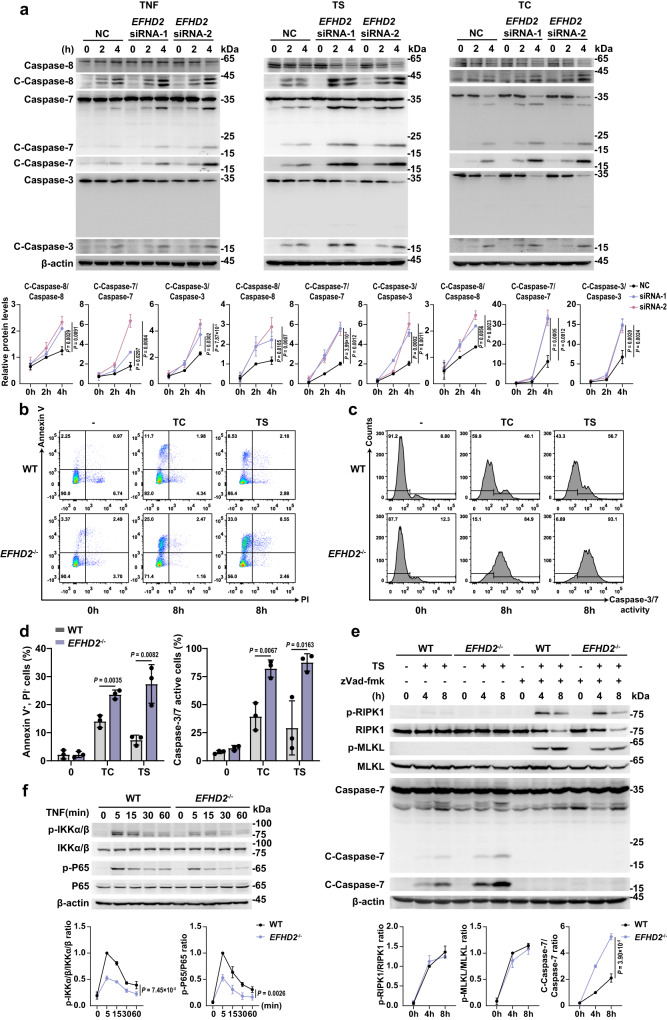
EFHD2 suppresses RIPK1-dependent and -independent TNF-induced intestinal cell apoptosis. **a** Western blot analysis of lysates from wild-type and *EFHD2* interfered HCT-116 cells treated with 20 ng/ml TNF alone, TNF and Cycloheximide (TC) or TNF and LCL-161 (TS) for the indicated time. Corresponding quantifications of cleaved-caspase-8, cleaved-caspase-7, and cleaved-caspase-3 by ImageJ were shown below. *n* = 3. Representative flow cytometric analysis of cell apoptosis (**b**) and caspase-3/7 activity (**c**) from WT and *EFHD2*^-/-^ HT-29 cells treated with TC or TS for the indicated time and quantification of proportions of annexin V^+^ PI^-^ apoptotic cells and the percentage of active caspase-3/7 cells (**d**). *n* = 3. **e** Western blot analysis of lysates from WT and *EFHD2*^-/-^ HT-29 cells treated with TS and zVAD-fmk for indicated time. Quantifications of p-RIPK1, p-MLKL, and cleaved-caspase-7 were shown below. *n* = 3. **f** Western blot analysis and quantifications of p-IKKα/β and p-P65 in lysates from WT and *EFHD2*^-/-^ HCT-116 cells treated with TNF for the indicated time. *n* = 3. Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test in **d**. Two-way ANOVA analysis with Sidak’s multiple comparisons test in **a**, **e**, **f**. Source data are provided as a Source Data file.

The binding of TNF with TNFR1 on the plasma membrane initiates the cell death pathway and the NF-κB signaling pathway^5^. When the apoptotic signaling pathway is initiated, RIPK1 is de-ubiquitylated and degraded to turn off TNF-driven NF-κB signaling^5^. We investigated whether EFHD2 affected the activation of NF-κB signaling pathway under TNF stimulation, and we found a significantly decreased phosphorylation of IKKα/β and P65 in *EFHD2*^-/-^ HCT-116 cells compared to controls stimulated by TNF (Fig. 5f). Likely, the levels of NF-κB targeting genes including cIAPs, cFLIP, Bcl-2 or Bcl-xl were also decreased in *EFHD2*^-/-^ HCT-116 cells upon TNF treatment (Supplementary Fig. 6i). The results demonstrated that EFHD2 suppressed TNF-induced apoptosis but promoted NF-κB signaling.

### EFHD2 interacts with complex Ι to block TNFR1 internalization for inhibiting apoptosis

To gain insight into EFHD2’s function on TNF-induced apoptotic signaling pathway, we performed Co-IP analysis and found that the exogenously expressed EFHD2 interacted with RIPK1 as well as with TNFR1 and TRADD in complex Ι upon TNF stimulation (Fig. 6a). The endogenous RIPK1 also interacted with the endogenous EFHD2, which was increased with the TNF treatment (Fig. 6b). The results suggested that EFHD2 might have a role in the initiation period of TNF-apoptotic signaling.

**Fig. 6:**
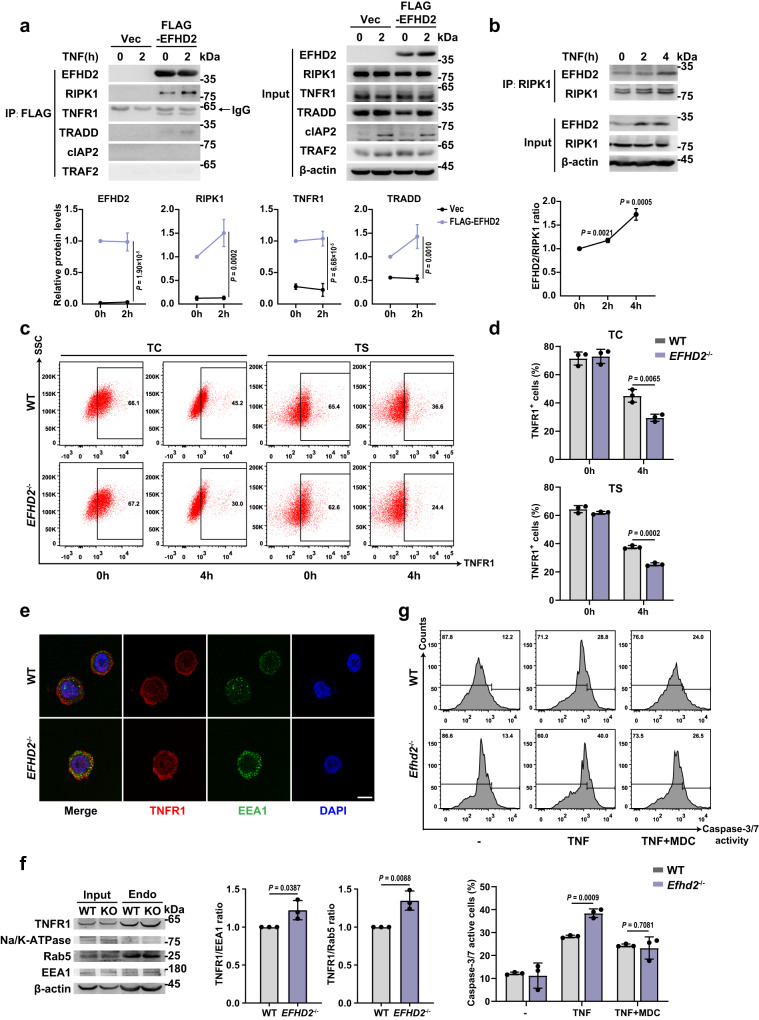
EFHD2 interacts with complex Ι and inhibits the internalization of TNFR1. **a** Lysates from HCT-116 cells without or with overexpression of Flag-EFHD2 treated with 50 ng/ml TNF for the indicated time were immunoprecipitated with Flag M2 beads followed by western blot analysis for indicated molecules of TNFR1-complex Ι. Quantifications of the indicated proteins in TNFR1-complex Ι were shown below. **b** Lysates from HCT-116 cells treated with TNF for indicated time were immunoprecipitated with RIPK1 to analyze EFHD2 interaction by western blot. The quantification of EFHD2/RIPK1 ratio was shown below. Representative flow cytometric analysis plot (**c**) and proportions (**d**) of cell-surface TNFR1-positive cells from WT and *EFHD2*^-/-^ HT-29 cells treated with TC, or TS for the indicated time. **e** Representative immunofluorescence detection of TNFR1 (red) and EEA1 (green) from WT and *EFHD2*^-/-^ HT-29 cells treated with TS for 30 min. Scale bar, 10 μm. **f** Western blot detection of lysates from isolated early endosome from WT and *EFHD2*^-/-^ HT-29 cells treated with TS for 30 min (left) and quantifications of TNFR1/EEA1 and TNFR1/Rab5 ratio in early endosome by ImageJ (right). **g** Flow cytometric analysis of caspase-3/7 activity from dispersed WT and *Efhd2*^-/-^ enteroids treated with 20 ng/ml TNF for 24 hours, without or with MDC pretreatment for 1 hour. *n* = 3 (**a**, **b**, **d**, **f**, **g**). Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test in **b**, **d**, **f**, **g**. Two-way ANOVA analysis with Sidak’s multiple comparisons test in **a**. Source data are provided as a Source Data file.

Given that EFHD2 suppressed TNF-induced apoptosis in RIPK1-dependent and -independent way, we hypothesized that EFHD2 interacted with RIPK1 of complex Ι as a scaffold to modulate the internalization of TNFR1 to regulate apoptosis. Therefore, we examined the cell-surface level of TNFR1 after TNF stimulation and discovered a significantly decreased surface TNFR1 level in *EFHD2*^-/-^ HT-29 and HCT-116 cells stimulated with TNF by flow cytometric analysis (Fig. 6c, d and Supplementary Fig. 7a), even at the early stage of TNFR1 endocytosis (Supplementary Fig. 7c), whereas the level of total TNFR1 was not affected (Supplementary Fig. 7b). Thus, EFHD2 might inhibit the apoptotic signaling pathway by suppressing the early endocytosis process of TNFR1. Moreover, immunofluorescence analysis showed more endosomes, represented by EEA1, and an increased number of endosomes co-localized with TNFR1 in *EFHD2*^-/-^ HT-29 cells early after TNF stimulation (Fig. 6e). We then isolated early endosomes from WT and *EFHD2*^-/-^ HT-29 cells upon TNF stimulation and found significantly higher levels of TNFR1 in early endosomes of *EFHD2*^-/-^ HT-29 cells (Fig. 6f). To further verify Efhd2’s function in primary IECs, we pretreated WT and *Efhd2*^-/-^ enteroids with monodansylcadavrine (MDC), an established inhibitor of TNFR1 internalization, and then treated them with TNF. When the internalization of TNFR1 was restrained, we found that the effect of Efhd2 on TNF-induced apoptosis was counteracted, which was shown by comparable caspase-3/7 activities between WT and *Efhd2*^-/-^ enteroids (Fig. 6g and Supplementary Fig. 7d). This result suggested that EFHD2 inhibited apoptosis by blocking TNFR1 internalization. Collectively, EFHD2 interacted with complex Ι and inhibited the internalization of TNFR1, which ultimately inhibited IEC apoptosis.

### EFHD2 binds Cofilin and inhibits Cofilin phosphorylation to block TNFR1 internalization

To further clarify the mechanism by which EFHD2 inhibited the internalization of TNFR1, we performed Mass Spectrometry (MS) following Co-IP from TNF-treated HCT-116 cells and identified Cofilin as a candidate of EFHD2-associated proteins (Fig. 7a and Supplementary Fig. 8a). Then we confirmed the increased interaction between EFHD2 and Cofilin early after the TNF treatment (Fig. 7b). Cofilin is a key actin depolymerization factor and has been reported to be involved in the dynamic of actin cytoskeleton in host cells during the invasion processes of pathogens, like viruses, bacteria and fungi^25^. We further found that the phosphorylation of Cofilin was enhanced in HCT-116 cells under TNF stimulation after knockdown of *EFHD2* (Fig. 7c).

**Fig. 7:**
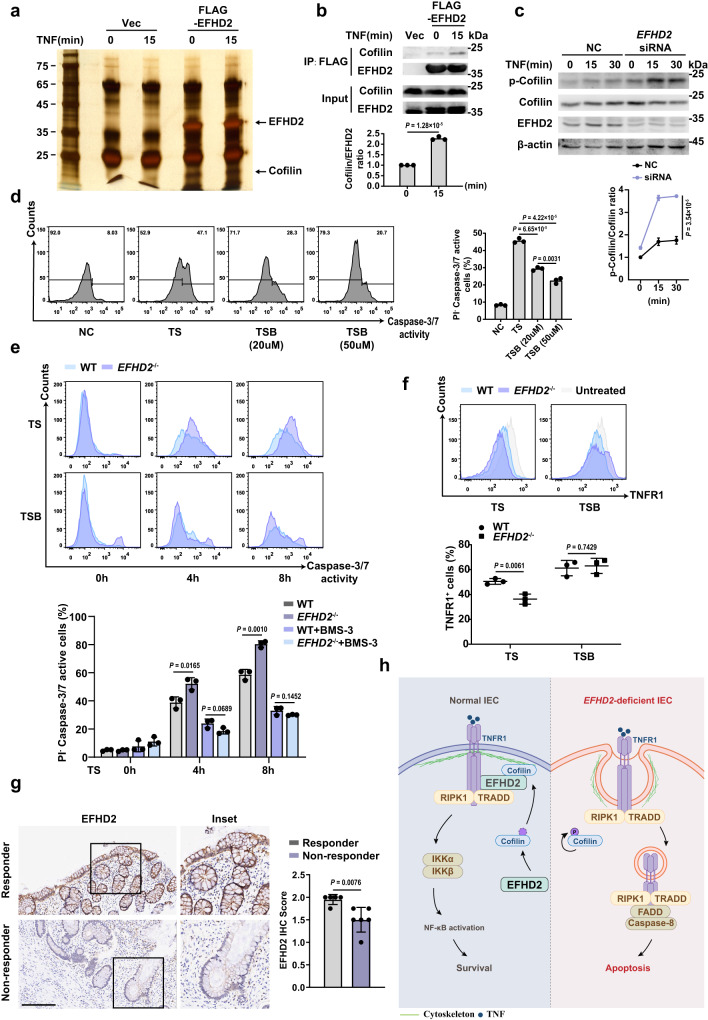
EFHD2 interacts with Cofilin and inhibits Cofilin phosphorylation to block TNFR1 internalization. **a** Silver staining of the gel separating proteins immunoprecipitated by FLAG beads from lysates prepared from HCT-116 cells transfected with FLAG-EFHD2 treated with 50 ng/ml TNF for the indicated time. **b** Co-IP analysis of the interaction between FLAG-EFHD2 and Cofilin in HCT-116 cells treated with TNF for the indicated time by western blot. The quantification of Cofilin/EFHD2 ratio by ImageJ was shown below. **c** Western blot analysis and quantification of the p-Cofilin in wild-type and *EFHD2* interfered HCT-116 cells treated with TNF for the indicated time. **d** Flow cytometric analysis (left) and proportions (right) of PI^-^ caspase-3/7 active cells from HCT-116 cells treated with TS for 4 hours, without or with 20 μM or 50 μM BMS-3 pretreatment (TSB). **e** Flow cytometric analysis and proportions of PI^-^ caspase-3/7 active cells from WT and *EFHD2*^-/-^ HT-29 cells treated with TS for the indicated time, without or with 20 μM BMS-3 pretreatment. **f** Flow cytometric analysis and proportions of cell-surface TNFR1-positive cells from WT and *EFHD2*^-/-^ HT-29 cells treated with TS for 30 minutes, without or with 20 μM BMS-3 pretreatment. *n* = 3 (**b**–**f**). **g** Representative images of immunostaining for EFHD2 on intestinal biopsy samples from UC patients that were responsive (*n* = 5 patients) and non-responsive (*n* = 6 patients) to infliximab treatment. Histologic scores of EFHD2 staining were using a 3-point quantification scale. Scale bar, 300 μm. **h** Model depicting how deficiency of EFHD2 promotes TNFR1 internalization and intestinal inflammation due to excessive apoptosis. Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test in **b,** **d**–**g**. Two-way ANOVA analysis with Sidak’s multiple comparisons test in **c**. Source data are provided as a Source Data file.

Since phosphorylation of Cofilin leads to autoinhibition of its activity^26^, we examined the relevance of the phosphorylation of Cofilin and TNF-induced apoptosis by pretreating cells with BMS-3, a LIMK inhibitor, to restrain the phosphorylation of Cofilin. We found a dose-dependent decrease of PI^-^ caspase-3/7 active HCT-116 cells pretreated with BMS-3 compared to controls (Fig. 7d), which indicated that phosphorylation of Cofilin promoted TNF-induced apoptosis. Furthermore, when the phosphorylation of Cofilin was restrained by BMS-3, the enhanced caspase-3/7 activity in *EFHD2*^-/-^ HT-29 cells was counteracted, as determined by comparable caspase-3/7 activities between WT and *EFHD2*^-/-^ HT-29 cells (Fig. 7e), indicating that EFHD2 might suppress the phosphorylation of Cofilin to inhibit cellular apoptosis.

We further determined that TNF plus LCL-161 treatment did not decrease the cell-surface level of TNFR1 in *EFHD2*^-/-^ HT-29 cells after inhibiting the phosphorylation of Cofilin by BMS-3 (Fig. 7f), which suggested that the blockade of TNFR1 internalization by EFHD2 depended on keeping the phosphorylation level of Cofilin low by EFHD2.

### Higher EFHD2 expression in intestinal epithelium correlates with better response to anti-TNF therapy in UC patients

Our findings indicated EFHD2 is an endogenous inhibitor of TNF-induced IEC apoptosis in intestinal inflammation. Given that EFHD2 expression was decreased in the intestinal epithelium of UC patients at the active stage (Fig. 1a, c), we next examined whether EFHD2 expression was correlated with UC patients’ responsiveness to anti-TNF therapy. We further performed EFHD2 immunostaining of intestinal biopsies from responders and non-responders of UC patients receiving anti-TNF therapy (infliximab treatment). The results showed that the expression level of EFHD2 in the intestinal epithelium of responders was higher than that of non-responders, indicating higher EFHD2 expression might be correlated with better response to anti-TNF therapy in UC patients (Fig. 7g). Overall, the expression pattern and level of EFHD2 in the intestinal epithelium might be predictive of responsiveness to anti-TNF therapy of ulcerative colitis.

Taken together, we hypothesized that in normal IECs, high level of EFHD2 could maintain the low phosphorylation of Cofilin to modulate the dynamic of actin cytoskeleton and block TNFR1 internalization upon TNF stimulation. However, when the level of EFHD2 was much reduced in IECs, TNF engaged TNFR1 and, subsequently, TNFR1 internalized to initiate IEC apoptosis, which drives active inflammation due to the breakdown of epithelium barrier (Fig. 7h).

## Discussion

EFHD2 is a calcium-binding protein with highly variable expression levels and diverse functions in different cell types^15^. Our study defines a suppressive role of EFHD2 in TNF-mediated IEC death as an endogenous inhibitor of TNFR1 internalization, thus providing new insights into the pathogenesis of intestinal inflammation. EFHD2 is recently reported as a cargo-specific adaptor to be involved in the regulation of endocytosis, which directs Rab21-integrins with Arf1, IRSp53, and actin to the clathrin- and dynamin-independent endocytosis. Consequently, EFHD2 supports the migration and invasion of triple-negative breast cancer cells^27^. Furthermore, EFHD2 cross-links actin filaments in a calcium-dependent manner to control the migration of *Drosophila* macrophages^28^. Our findings show that EFHD2 inhibits clathrin-dependent endocytosis of TNFR1 by interacting with the actin-binding protein Cofilin to restrain its phosphorylation, indicating the fundamental biologic function of EFHD2 involved in diverse endocytotic processes and the dynamic of actin filaments.

Excessive production of inflammatory cytokines and cell death factors leads to aberrant immunological and inflammatory immune responses and contributes to the development of autoimmune and inflammatory diseases^29^. Thus, the negative regulation of the inflammatory cytokines for resolution of inflammation attracts much attention now. For example, our previous study showed that the epigenetic modifier Tet2 associates Hdac2 to repress IL-6 during inflammation resolution in myeloid cells, which restrains DSS-induced colitis in mice^30^. Moreover, Rhbdd3 has been reported as a suppressor of the production of IL-6 by inhibiting K63-linked polyubiquitination of NEMO in dendritic cells to control Th17 cell-mediated colitis caused by excessive activation of dendritic cells^31^. We once revealed the fundamental role of the receptor membrane translocation of IFN-γR2 in IFN-γ mediated anti-bacterial immune signaling^18^. In IBD pathogenesis, TNF is characterized by inducing excessive IEC apoptosis and necroptosis, which further causes elevated and unresolved intestinal inflammation^4,32^. Thus, identifying the regulators for membrane translocation of inflammatory cytokine or death receptors will deepen the understanding of inflammation and immune disorders. Here we propose a new way of regulating death receptor TNFR1 membrane trafficking, providing mechanistic insight to the functional regulation of death receptors in cell death and inflammatory immune disorders.

Compartmentalization of TNF-R1 signaling is essential to the TNF-induced pro-apoptotic pathway^8^. Although TNFR1 endocytosis is known to be initiated by the formation of clathrin-coated endocytotic vesicles, the inhibitory mechanism of this process remains poorly characterized^9,33,34^. The adenovirus protein 14.7 K can act as an exogenous inhibitor of TNFR1 internalization by blocking the recruitment and formation of the death-inducing signaling complex (DSC). This process does not affect TNF-induced NF-κB activation, implicating an immune escape mechanism by inhibiting host cell death^35^. From another side, we find that EFHD2 inhibits TNFR1 endocytosis to repress apoptotic signaling while promoting NF-κB signaling in IECs. Our findings propose EFHD2 as an endogenous suppressor of TNFR1 internalization in preventing excessive IEC death from driving intestinal inflammation.

TNF-induced cell death signaling is precisely controlled by multi-checkpoints. When cIAPs in complex Ι are inhibited by a SMAC mimetic such as LCL-161, reduced ubiquitylation of RIPK1 leads to RIPK1-dependent apoptosis. On the other hand, inhibition of the transcription of anti-apoptotic factors in NF-κB signaling by CHX leads to RIPK1-independent apoptosis^36,37^. We show that EFHD2 deficiency can significantly promote TNF-induced IEC apoptosis in both RIPK1-dependent and -independent ways. Moreover, EFHD2 interacts with RIPK1 of Complex Ι early after TNF engagement with TNFR1, which suggests the role of RIPK1 as a scaffold in the regulation of TNFR1 internalization by EFHD2. However, how the adaptor EFHD2 selectively couples Complex Ι with Cofilin to modulate clathrin-dependent endocytosis of TNFR1 still needs further study. Meanwhile, we discover that EFHD2 inhibits IECs apoptosis but not necroptosis. Since cytosolic complex ΙΙ could also initiate necroptosis when caspase-8 is inactive^38^, the insignificant effects of EFHD2 on TNF-induced necroptosis might be correlated with the caspase activity or other potential mechanisms that requires further investigation.

Cofilin, as an important actin-binding protein, regulates the assembly and rearrangement of actin filaments, which is widely involved in biological processes like cell migration, adhesion, and division. The precise regulation of Cofilin phosphorylation is crucial for the dynamic of actin cytoskeleton during the invasion process of various pathogens^25,39,40^. Here, we demonstrate the Cofilin’s role in the compartmentalization of TNFR1 signaling by showing that EFHD2 interacts with Cofilin to maintain its low phosphorylation level, the active status, for restraining the early endocytosis of TNFR1 complex. In the absence of EFHD2, Cofilin, released from its binding with EFHD2, can be highly phosphorylated to allow the remodeling of actin filaments and facilitate TNFR1 internalization, eventually leading to the enhanced apoptotic signaling. Yet, how cofilin phosphorylation is inhibited by interacting with EFHD2 remains unclear.

It is noteworthy that the EFHD2 expression is significantly decreased in IECs from UC patients and experimental colitis mice at the active stage, compared to the high abundance during the steady state or the remission stage. Thus, under physiological conditions, the high abundance of EFHD2 in IECs protects excessive IEC death by inhibiting TNFR1 internalization, without affecting the total level of TNFR1. When there is a reduction of EFHD2 in IECs, IECs become more sensitive to TNF-induced apoptosis thereby accelerating intestinal inflammation. Therefore, EFHD2 is an important suppressor of IEC death, controlling the pathogenesis and resolution of intestinal inflammation, and the maintenance and restoration of intestinal barrier. Anti-TNF therapy is an effective treatment for ulcerative colitis, while approximately one-third of patients still remain not responsive^41^. Thus, exploring the predictive response signature for anti-TNF therapy will be beneficial to improve the effectiveness of treatment. Besides, it’s more evident to assess biomarkers in intestinal mucosa from IBD patients while most studies focus on serum biomarkers^41,42^. Since our study indicated EFHD2’s role in inhibiting TNF-induced IEC apoptosis, our histologic analysis on intestinal biopsy samples of UC patients indicated that higher expression level of EFHD2 may be correlated with better response to anti-TNF therapy. Therefore, EFHD2 might be a potential predictor to guide the clinical treatment of ulcerative colitis with anti-TNF therapy.

## Methods

### Ethics statement

All animal experiments conducted in this study were carried out following the guidelines established by the Institutional Animal Care and Use Committee (IACUC) of the Institute of Laboratory Animal Science of Chinese Academy of Medical Sciences. The experimental design and procedures were reviewed and approved by the animal ethics review board (ACUC-A01-2016-006). For human samples, the Ethics Review Board of Peking Union Medical College Hospital approved the study design and experimental procedures, the use of pathological specimens and the review of pertinent patient records (ZS-2178). Informed consent was obtained from all subjects.

### Mice and cell lines

C57BL/6 mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The *Efhd2* floxed mice (*Efhd2*^f/f^) were bred to induce deletions between the two loxP at exon 2 of the *Efhd2* gene by Bacterial Artificial Chromosomes (BAC) recombineering technology. *Efhd2*^-/-^ mice were constructed by crossing *Efhd2*^f/f^ mice with 129 S/Sv-Tg (Prm-cre) 58Og/J mice, *Efhd2*^f/f^ Lyz^cre/+^ mice by crossing *Efhd2*^f/f^ mice with Lyz-Cre mice, and *Efhd2*^f/f^ Vil1^cre/+^ mice were constructed by crossing *Efhd2*^f/f^ mice with Vil1-Cre mice. All mice were genotyped by PCR before experimentation. The genotyping primers were listed in Supplementary Table 1. Both male and female mice aged 8-10 weeks were used in animal experiments. At experimental endpoints, mice were euthanized by cervical dislocation. All animals were bred in a specific pathogen-free environment, housed with no more than five animals per cage, and kept under controlled lighting conditions (12-hour light/12-hour dark cycle). The temperature was maintained at 24 ± 2 °C, and humidity ranged from 40% to 70%. Mice were fed a standard laboratory chow (Xietong Bio Inc., XT101FZ-002).

HCT-116 and HT-29 cell lines used in this study were obtained from Cell Resource Center, Peking Union Medical College (PCRC). These cells were cultured in RPMI-1640 medium, which was supplemented with 10% fetal bovine serum (FBS, Gibco). *EFHD2*-deficient HCT-116 and HT-29 cells were generated using CRISPR-Cas9 by utilizing two sgRNAs that targeted exon 1 of the *EFHD2* gene and two sgRNAs that targeted exon 2 of the *EFHD2* gene (Supplementary Table 1).

### Human Specimen Analysis

The human intestinal biopsy samples for this study were obtained from the colons of UC patients at the active or remission stage and healthy controls. They were collected through colonoscopic biopsy by Peking Union Medical College Hospital. The diagnosis of UC was confirmed based on standard clinical judgment. The details of sample information were listed in Supplementary Table 2. The human intestinal colonoscopic biopsy samples from UC patients that were responsive and non-responsive to infliximab treatment were collected by Peking Union Medical College Hospital, and diagnosed based on standard clinical judgment. The relative details of sample information were listed in Supplementary Table 3.

### Plasmids and transfection of cells

The Flag-tagged human EFHD2 ORF clone was purchased from Origene (RC204948). HCT-116 and HT-29 cells were transfected with Lipofectamine 3000 (Thermo Fisher Scientific) following the manufacturer’s instructions.

### DSS administration and induction of experimental acute colitis

For acute experimental colitis induction, 8 to 10-week-old mice were given a 2.5% or 3% DSS (MP Biochemical) in their drinking water for 6 days, followed by normal drinking water for the remainder of the experiment until day 7. The body weight, stool consistency, and posture of each mouse were monitored daily to calculate the DAI, which is a combined score of weight loss, stool consistency, and body posture. The DAI was determined as follows: changes in weight loss (0: less than 5%, 1: 5-10%, 2: 10-15%, 3: more than 15%); stool consistency (0: normal, 1: mild loose stools, 2: loose stools, 3: diarrhea and bloody stools); body posture (0: smooth fur without a hunchback, 1: mild fur and a hunchback, 2: moderate fur and a hunchback, 3: severe fur and a heavy hunchback). At the end of the experiment, the mice were euthanized and the intestine tissues were collected for further measurements and analysis. Mice subjected to DSS treatment were injected intraperitoneally with anti-mouse TNF antibody or IgG control (5 mg/kg; BioXCell) every two days, starting from the initiation of DSS administration as previously described^43^.

### In vivo administration of recombinant TNF

*Efhd2*^f/f^ Vil1^cre/+^ and *Efhd2*^f/f^ mice were injected with recombinant murine TNF (0.3 mg/kg, PeproTech) intravenously and sacrificed 4 hours after injection. The small intestine tissues were collected immediately for further histology analysis and immunofluorescence staining.

### Intestinal permeability assay

Mice were orally gavaged with FITC-dextran (Sigma #FD4) at a dosage of 60 mg per 100 g of body weight. Four hours later, plasma was collected and the concentration of FITC was assessed using a SynergyH1 automatic microplate reader (Biotek).

### Isolation of epithelial cells and lamina propria cells

The colons were removed and opened lengthwise, then rinsed thoroughly three times with DPBS. They were then transferred into D-Hank’s buffer containing 1 mM DTT and incubated by shaking for 10 minutes at 37 °C. The supernatants were discarded and replaced with fresh D-Hank’s buffer containing 2 mM EDTA and incubated for an additional 20 minutes at 37 °C by shaking. The supernatants were collected, and the intestine was washed three times with DPBS. All supernatants were passed through a 100-μm cell strainer to obtain single-cell suspensions, which were collected as the IEC fraction. The remaining lamina propria was then cut into 2 mm sections and digested for 45 minutes at 37 °C using a digestive solution consisting of DMEM supplemented with 10% FBS, 0.5 mg/ml collagenase IV, 3 mg/ml dispase II, and 0.5 mg/ml DNase I. A single-cell suspension was obtained by sequentially passing the sample through a 70-μm cell strainer followed by a 40-μm cell strainer. The suspension was centrifuged and then subjected to Percoll gradient isolation, with the interface cells being collected as lamina propria cells. Further mass cytometry by time-of-flight (CyTOF) was performed according to an established protocol^44^, and then analyzed using Halios (Fluidigm). The antibodies used during the CyTOF analysis were all purchased from Fluidigm. All mass cytometry files were analyzed using Cytobank software and R cytofkit package^45^.

### Mouse intestinal epithelial cell organoid culture

The culture of mouse intestinal epithelial cell organoids was performed according to an established protocol^46^. Briefly, a 15 cm segment of the small intestine was harvested from a mouse, longitudinally cut, and gently washed with cold DPBS. The segment was then divided into 5 mm pieces and digested in a solution of cold DPBS supplemented with collagenase I for 15–20 minutes at 37 °C in an incubator. The segments were then rinsed with sterile DPBS and subjected to repeated pipetting to mechanically isolate the crypt cells. The suspension was centrifuged to enrich intestinal crypts. The purity and density of the crypts were assessed under an inverted microscope. The crypts were suspended in a mixture of an equal volume of culture medium, IntestiCult Organoid Growth Medium (STEMCELL), and Matrigel matrix (Corning), and seeded at a density of 200 crypts per well for culture. The plate was then incubated at 37 °C for 30 minutes till the Matrigel matrix solidified, and then 500 μl of culture medium was added, exchanged every 3 days.

### Cell death assay and flow cytometry analysis

Induction of apoptosis was performed using a combination of 20 ng/ml recombinant mouse or human TNF (PeproTech), 10 μg/ml CHX (Selleckchem), and 5 μM LCL-161 (MedChemExpress) as reported^23^. The concentrations of GSK’872 (Selleckchem) and Z-IETD-FMk (Selleckchem) used were 10 μM as reported^23^. To induce necroptosis, the same concentrations were used, with the addition of 20 μM zVAD-fmk (Selleckchem) as reported^23^. At the endpoint of the experiment, cells were stained with the FITC Annexin V Apoptosis Detection Kit (BD Biosciences) following the manufacturer’s instructions and analyzed using a BD LSRFortessa flow cytometer (BD Biosciences). To detect the cell-surface level of TNFR1, cells were stained with APC-CD120a (Biolegend). Flow cytometry data were analyzed by Flowjo_V10. For live imaging of organoid cell death, the organoids were incubated with CellEvent Caspase-3/7 Green Detection Reagent (Thermo Fisher Scientific) and PI (BD Biosciences) for 30 minutes at 37 °C. Images were acquired using the ZEISS Celldiscoverer 7 imaging system (ZEISS).

### Histological and immunohistological analyses

Briefly, intestine sections with a thickness of 5-10 μm were fixed overnight in 4% paraformaldehyde and processed for paraffin embedding. H&E staining was performed by staining the sections with hematoxylin and dehydration in graded alcohols and xylene. For PAS staining, the dehydrated paraffin sections were stained with periodic acid, incubated with Schiff’s reagent, and then counterstained with hematoxylin before dehydration. Histologic scoring of epithelial damage for colon tissues was determined as follows: the crypt architecture was rated on a scale from normal (0) to severe crypt distortion with loss of entire crypts (3); the degree of inflammatory cell infiltration was rated on a scale from normal (0) to dense inflammatory infiltrate (3); muscle thickening was rated on a scale from normal (0) to marked muscle thickening (3); Goblet cell depletion was rated on a scale from absent (0) to present (1); and crypt abscess was rated on a scale from absent (0) to present (1). For the immunohistochemistry experiment, the sections were stained with indicated primary antibodies: anti-EFHD2 (1:800, Sigma Aldrich, HPA048961); anti-Efhd2 (1:800, Abcam, ab24368); anti-Chromagranin-A (1:250, Abcam, ab15160); anti-Lysozyme (1:1000, Abcam, ab108508); anti-Muc-2 (1:500, Servicebio, GB11344-100); anti-Ki67 (1:600, Servicebio, GB121141-100); anti-CA1 (1:2000, Abcam, ab267475). Images were acquired using Aperio XT (LEICA) and NanoZoomer S360 (Hamamastu).

### Immunofluorescence staining

HCT-116 and HT-29 cells were fixed in 4% polyformaldehyde, blocked with 10% donkey serum, and permeabilized in 0.1% Triton X-100/PBS (Sigma Aldrich). To detect endosomal localization of TNFR1, the cells were then incubated with anti-TNFR1 (1:400, Santa Cruz, sc-8436) and anti-EEA1 (1:200, Cell Signaling Technology (CST), #3288) primary antibodies overnight at 4 °C, followed by incubation with fluorophore-labeled secondary antibodies (1:500, Thermo Fisher Scientific, A-11005, A-11008) and DAPI (1:1000, CST). For paraffin sections of intestinal tissues, specific primary antibodies were used, including anti-cleaved-caspase-3 (1:300, CST, #9661), anti-cleaved-caspase-8 (1:100, CST, #8592), anti-p-MLKL (1:200, CST, #37333), and anti-E-cadherin antibody (1:500, Servicebio, GB12082-100). TUNEL staining was performed with the TUNEL BrightGreen Apoptosis Detection Kit (Vazyme). Fluorescence images were acquired using Leica TCS SP8 gSTED 3X (Leica) and Pannoramic MIDI (3DHISTECH).

### Immunoblot and immunoprecipitation

Cells were lysed with cell lysis buffer (CST) or IP lysis buffer (Thermo Fisher Scientific). Immunoblot and immunoprecipitation assays were then performed as previously described^30^. For immunoblot analysis, the following antibodies were used: anti-caspase-7 (1:1000, CST, #9492), anti-caspase-3 (1:1000, CST, #9662), anti-caspase-8 (1:2000, CST, #9746), anti-cleaved-caspase-8 (1:1000, CST, #9496, #8592), anti-p-MLKL (1:1000, CST, #91689), anti-MLKL (1:1000, CST, #14993, #37705), anti-p-RIPK1 (1:1000, CST, #65746, #31122), anti-RIPK1 (1:1000, CST, #3493), anti-p-IKKα/β (1:2000, CST, #2697), anti-IKKα (1:1000, CST, #2682), anti-IKKβ (1:1000, CST, #8943), anti-p-P65 (1:2000, CST, #3033), anti-P65 (1:1000, CST, #8242), anti-TRADD (1:1000, CST, #3684), anti-cIAP1 (1:1000, CST, #7065), anti-cIAP2 (1:1000, CST, #3130), anti-TRAF2 (1:1000, CST, #4724), anti-Rab5 (1:1000, CST, #3547), anti-EEA1 (1:1000, CST, #3288), anti-p-Cofilin (1:1000, CST, #3313), and anti-Cofilin (1:1000, CST, #5175), anti-Na/K-ATPase (1:2000, Santa Cruz, sc-48345), anti-β-actin (1:5000, MBL, M177-3), anti-EFHD2 (1:1000, Genetex, GTX108080), anti-Flag (1:5000, Sigma Aldrich, F1804), anti-TNFR1 (1:600, Proteintech, 21574-1-AP), anti-cFLIP (1:1000, CST, #56343), anti-Bcl-xl (1:1000, CST, #2764), and anti-Bcl-2 (1:1000, CST, #3498). Anti-FLAG M2 Magnetic Beads (Sigma Aldrich) and RIPK1 (1:100, CST, #3493) were used for immunoprecipitation assays in HCT-116 cells. Proteins that were immunoprecipitated by FLAG beads were separated and stained by silver, followed by liquid chromatography-tandem mass spectrometry (LC-MS). The resulting peak lists were used to search the NCBI human protein database with the Mascot search engine. The candidates that interacted with EFHD2 were listed in Supplementary Table 4. Endosomes of HT-29 cells (approximately 3-5 × 10^7^ cells) were isolated using the Endosome Isolation and Cell Fractionation Kit (Invent) according to the manufacturer’s instructions. Quantifications of immunoblots were analyzed by ImageJ (V 1.8.0).

### Quantitative real-time PCR (qPCR) assay

Extraction of total RNA from cells and animal tissues was carried out using TRIzol reagent (Thermo Fisher Scientific) and RNAfast200 kit (Fastagen) according to the manufacturer’s instructions. 1 μg of RNA was reverse transcribed, and 40 ng of cDNA was further used for the Real-time PCR assay. Real-time PCR analysis was performed by QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific) using RealStar Power SYBR qPCR Mix (GenStar). Sequences of the primers for qPCR were listed in Supplementary Table 5.

### RNA interference

EFHD2-specific small interfering RNAs (siRNAs) were procured from RiboBio. The RNA interference was carried out in HCT-116 or HT-29 cells using RNAi MAX reagent (Invitrogen), following the manufacturer’s protocol. The efficacy of the interference was then evaluated by qPCR and immunoblot assay. Sequences of siRNAs were listed in Supplementary Table 5.

### Transcriptome analysis

Primary IECs were isolated from colons of *Efhd2*^f/f^ Vil1^cre/+^ and *Efhd2*^f/f^ mice, with and without DSS administration. Total RNA was then extracted using TRIzol reagent. After confirming the quantity and quality of RNA, the library was constructed using the NEBNext NltraTM RNA library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions. Transcriptome sequencing was performed using the Illumina NovaSeq 6000 platform (Novegene). Differential expression analysis between the indicated two groups was analyzed by the DESeq2 R package. |Log_2_Fold Change|> 1 and padj <0.05 were set as the threshold for significantly differential expression. GO and KEGG enrichment analysis of differentially expressed genes were implemented by the clusterProfiler R package, with a threshold of padj <0.05 set for significant enrichment. The sequencing data are deposited in the NCBI GEO dataset under accession code GSE224768.

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 8.0. For comparisons, two-tailed Student’s *t*-test and two-way ANOVA analysis with Sidak’s multiple comparisons test were performed. Data are shown as means ± s.d. *P* < 0.05 was considered as significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The RNA high throughput sequencing data of this study is deposited in the NCBI GEO dataset under accession code GSE224768. The public single-cell RNA sequencing dataset in the re-analysis for *EFHD2* expression levels in multiple cell types from normal human colon tissue is deposited in the NCBI GEO dataset under accession code GSE116222. The mass spectrometry data reported in this study is deposited in the ProteomeXchange with the dataset identifier PXD048587. All other study data are included in the article and/or Supplementary Information. Any additional information is available upon request to the corresponding author (Xuetao Cao, ). Source data are provided with this paper.

# Supplementary material for: EFHD2 suppresses intestinal inflammation by blocking intestinal epithelial cell TNFR1 internalization and cell death
**Source:** Nat Commun. 2024 Feb 12;15:1282. doi: 10.1038/s41467-024-45539-x
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

Supplementary figures 1-8;  
Supplementary tables 1-5.

**a**

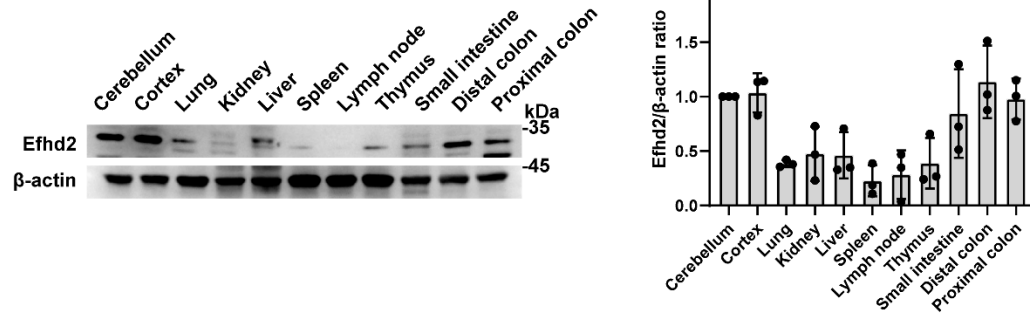

**b**

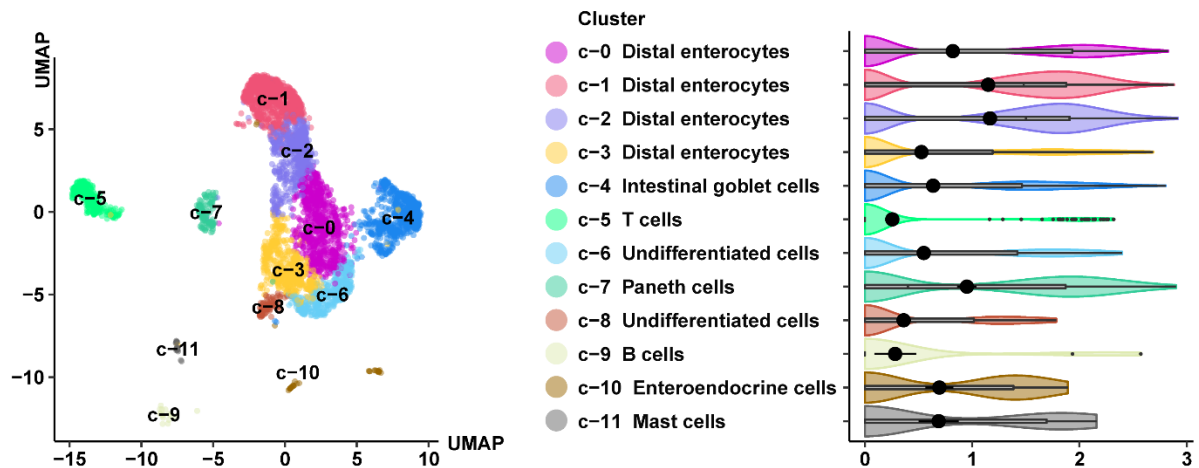

### Supplementary figure 1. Efhd2 is highly expressed in intestine tissue and epithelial

cells. **a** Western blot analysis and quantification of tissue lysates of cerebellum, cortex, lung, kidney, liver, spleen, lymph node, thymus, small intestine, distal and proximal colon from C57BL/6J mice.  $n = 3$ . Data are representative of three independent experiments; error bars show means  $\pm$  s.d. **b** Re-analysis of the publicly available single-cell RNA sequencing dataset (GSE116222; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116222>) for *EFHD2*

expression levels in multiple cell types from normal human colon tissue. Source data are provided as a Source Data file.

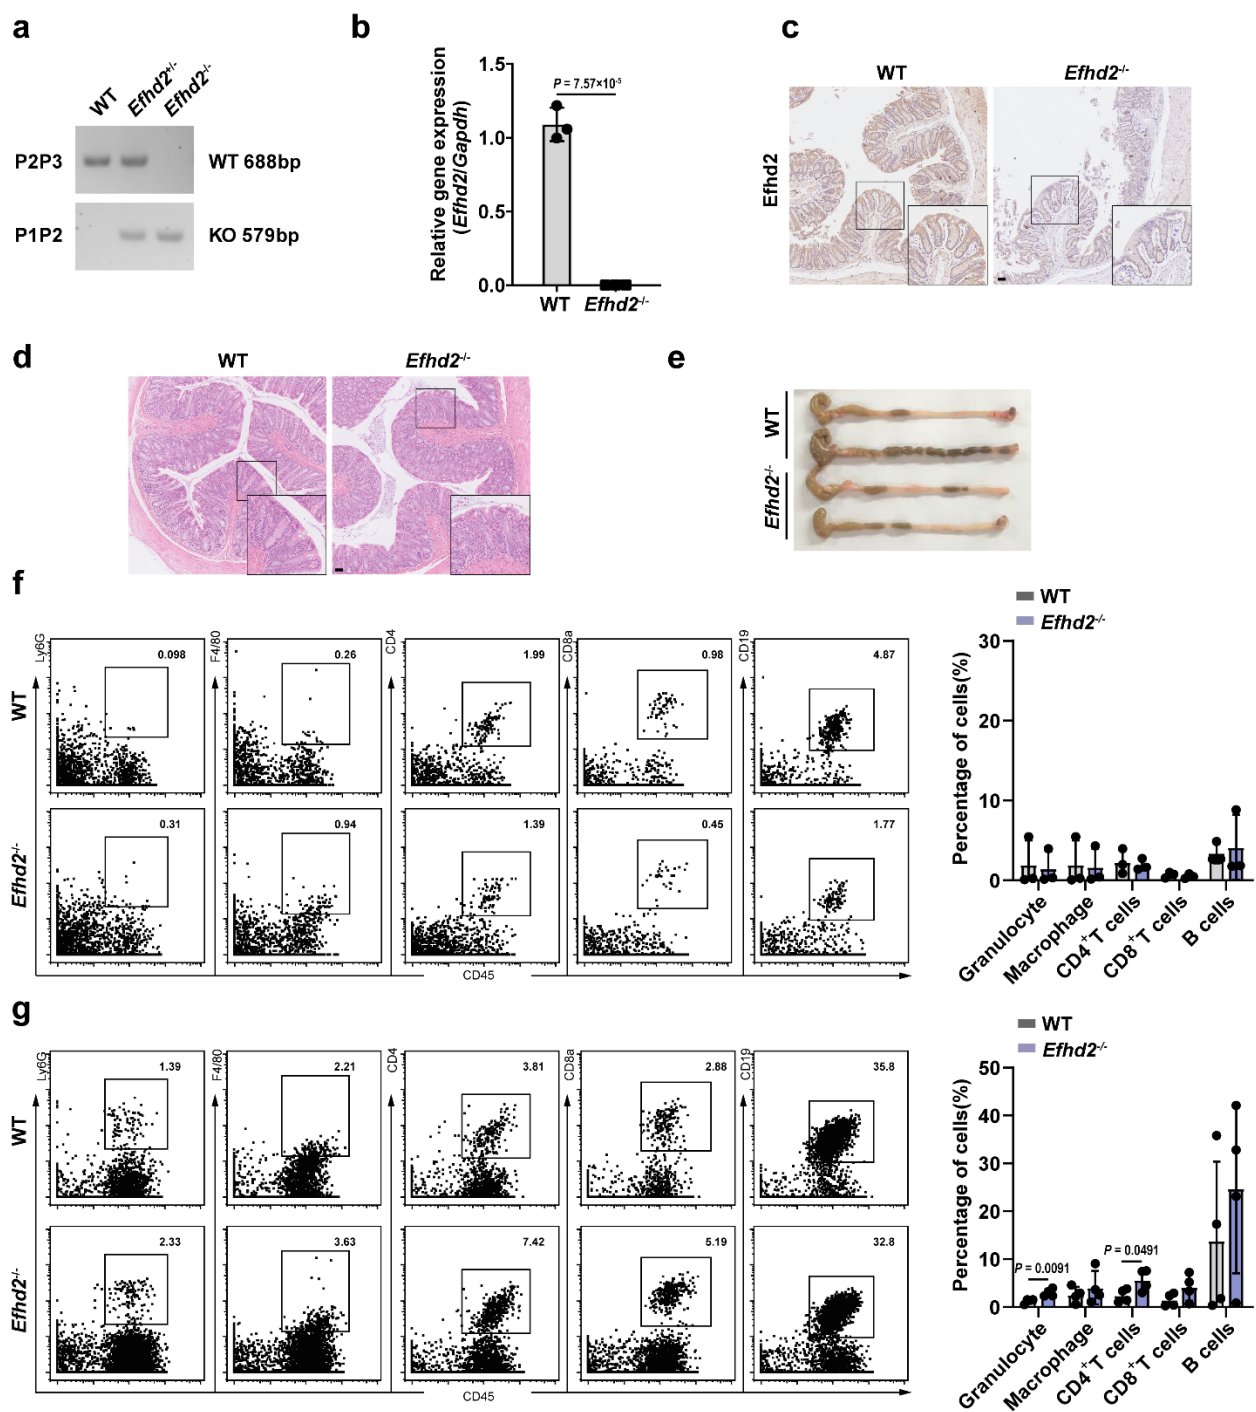

**Supplementary figure 2. *Efhd2* deficiency exacerbates colonic inflammation after DSS administration but not at the steady-state condition. a-c** Characterization of *Efhd2*-deficient mice by genotyping (a), qPCR (b) and immunostaining for *Efhd2* (c) of mouse distal colon tissues from WT and *Efhd2*<sup>-/-</sup> mice. n = 3 in b. d, e Representative

images of H&E staining (**d**) and colon morphology and lengths (**e**) of distal colon of WT and *Efh2*<sup>-/-</sup> mice at the steady-state condition. Scale bars: 100  $\mu$ m. **f, g** CyTOF analysis of the proportion of isolated intestinal immune cells from the lamina propria of WT and *Efh2*<sup>-/-</sup> mice before (**f**) (n = 3) and after (**g**) (n = 4) DSS administration on day 7. Data are representative of three independent experiments; error bars show means  $\pm$  s.d. *P* values were determined by unpaired two-tailed *t*-test. Source data are provided as a Source Data file.

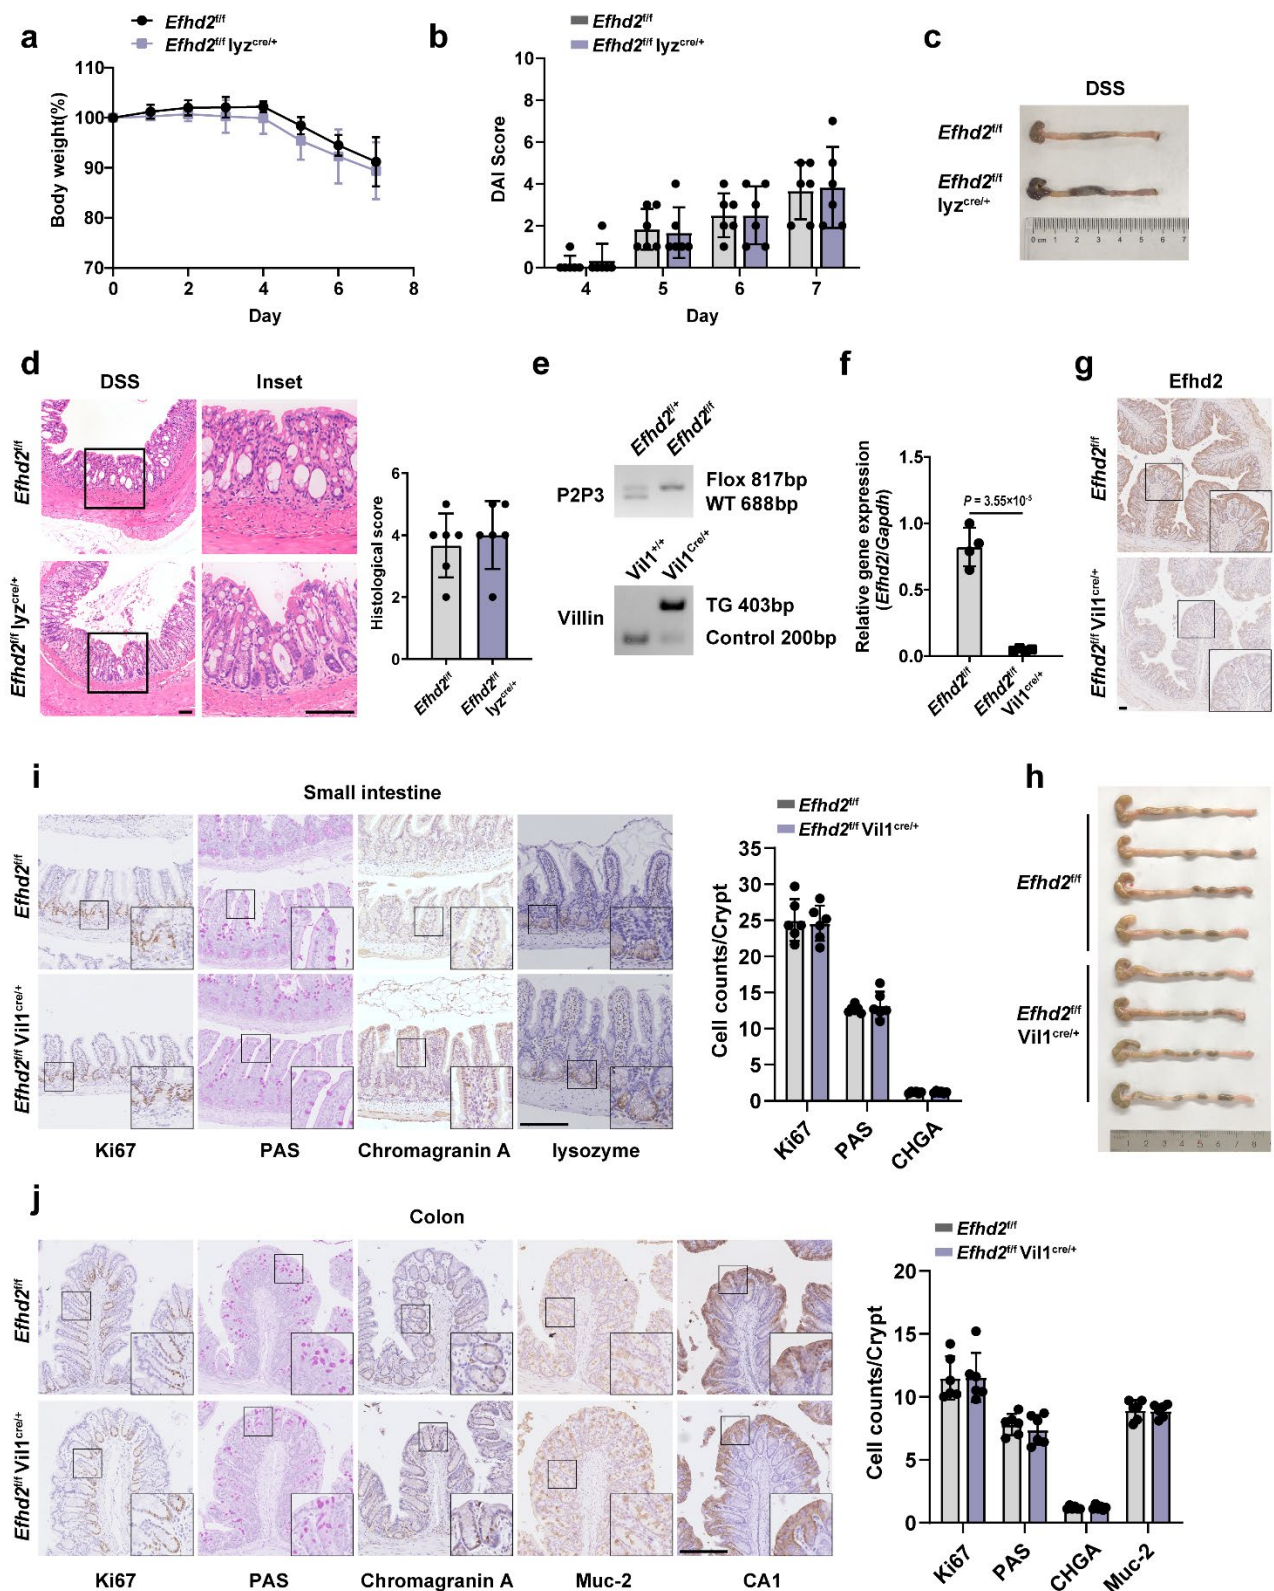

Supplementary figure 3. IEC-specific but not myeloid cell-specific ablation of *Efh2* exacerbates colonic inflammation in response to DSS. a, b Relative

percentage of body weight change (**a**) and disease DAI score (**b**) of *Efh2<sup>fl/fl</sup>* and *Efh2<sup>fl/fl</sup>* *Lyz<sup>cre/+</sup>* mice administrated with 2.5% DSS for 6 days and sacrificed on day 7. **c** Representative images of colon morphology and lengths of *Efh2<sup>fl/fl</sup>* and *Efh2<sup>fl/fl</sup>* *Lyz<sup>cre/+</sup>* mice on day 7 after DSS administration. **d** Representative images and histologic scores of H&E staining of distal colon from *Efh2<sup>fl/fl</sup>* and *Efh2<sup>fl/fl</sup>* *Lyz<sup>cre/+</sup>* mice on day 7 after DSS administration. Left scale bar, 100  $\mu$ m; right scale bar, 200  $\mu$ m; n = 6 mice per group (**a**, **b**, **d**). **e-g** Characterization of specific deletion of *Efh2* in IECs by genomic PCR (**e**), qPCR of isolated primary IECs (**f**) and immunostaining for *Efh2* (**g**) on mouse distal colon tissues from *Efh2<sup>fl/fl</sup>* and *Efh2<sup>fl/fl</sup>* *Vil1<sup>cre/+</sup>* mice. Scale bar, 100  $\mu$ m. n = 4 in **f**. **h-j** Representative images of the colon morphology (**h**) and immunostaining for Ki67, PAS, Chromagranin-A, or Lysozyme in the small intestine (**i**) and for Ki67, PAS, Chromagranin-A, Muc-2, or CA1 in the colon (**j**) of *Efh2<sup>fl/fl</sup>* and *Efh2<sup>fl/fl</sup>* *Vil1<sup>cre/+</sup>* mice at steady-state conditions. Quantifications were shown in the histogram. n = 6. Scale bar: 200  $\mu$ m. Data are representative of three independent experiments; error bars show means  $\pm$  s.d. *P* values were determined by unpaired two-tailed *t*-test. For body weight curves, two-way ANOVA analysis with Sidak's multiple comparisons test. Source data are provided as a Source Data file.

**a**

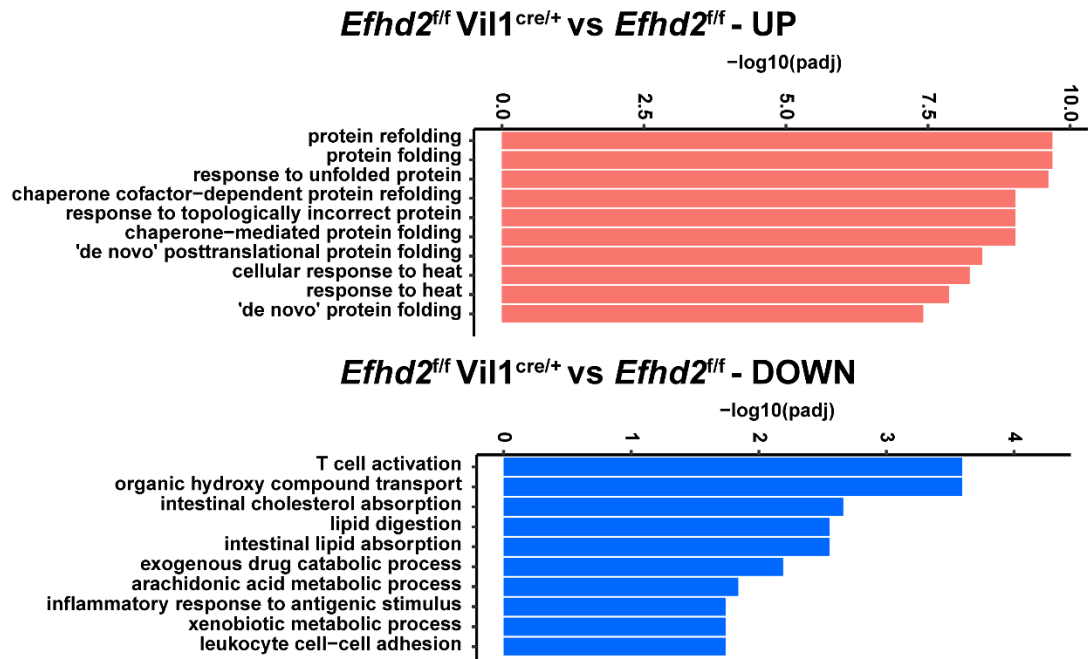

**b**

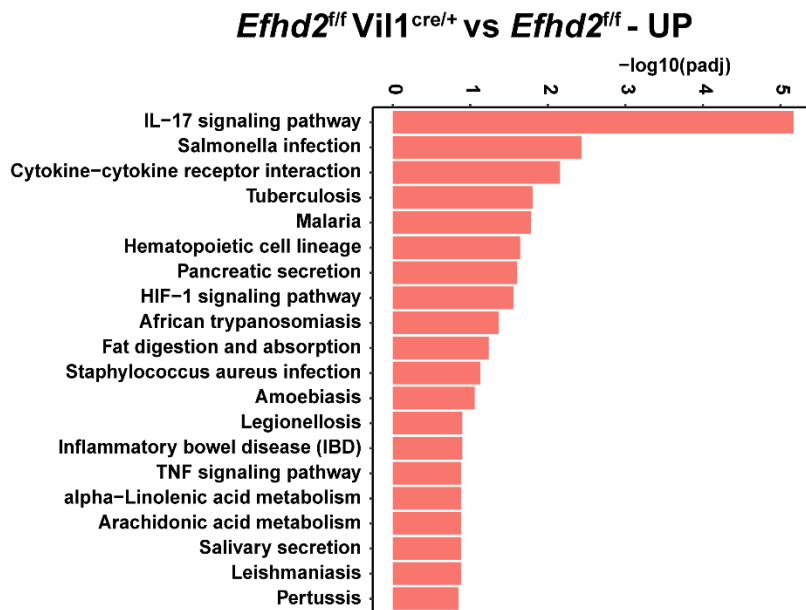

**Supplementary figure 4. Transcriptional signature from isolated *Efhd2*-deficient IECs is associated with increased inflammatory pathways after DSS administration.** **a** Gene Ontology enrichment ( $-\log_{10} \text{ padj}$ ) for biological processes from significantly up- (top) and down-regulated (bottom) transcripts in the transcriptome of isolated IECs from *Efhd2<sup>f/f</sup> Vil1<sup>cre/+</sup>* versus *Efhd2<sup>f/f</sup>* mice at steady-state

conditions. **b** KEGG pathway analysis ( $-\log_{10} \text{ padj}$ ) of the up-regulated genes in the transcriptome of isolated IECs from *Efh2<sup>f/f</sup>* Vill<sup>cre/+</sup> versus *Efh2<sup>f/f</sup>* mice after DSS administration on day 7. 

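The steady-state comparison used the IECs of day 0, taken without DSS. Limma called 94 of the listed genes higher and 193 lower in *Efhd2* f/f Vil1 cre/+ IECs, and both *Efhd2* f/f Vil1 cre/+ libraries lay above both *Efhd2* f/f libraries for 99 genes and below both for 207. Scaling the libraries to equal sums over the listed genes shifted the median log2 fold change by -0.61 and left 30 genes called higher and 207 lower. Adjusted over all genes the authors tested, 0 genes were called (96 higher and 194 lower at an unadjusted p under 0.05, limma), as was the case without variance moderation (49 and 96), a setting chosen after seeing the data. Here too, the adjustment over all tested genes was run only with the variance shared among all listed genes.

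Genes for heat-shock proteins and their cochaperones were listed in one direction. Of the list written before the data were examined, 12 genes were listed on day 0 and all 12 were higher, against 87 higher and 210 lower among the other listed genes (two-sided Fisher's exact test, p = 7.25e-07). The test was set because the paper's enrichment, from these same libraries, names protein folding and heat terms among the higher genes. Its direction was thus known in advance, and genes are not independent replicates, so this p is descriptive. *Hspa1a*, on chromosome 17 of GRCm38 from 34969190 to 34972156, was at 4364 ± 489 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 173 ± 136 in *Efhd2* f/f IECs (means ± s.d., n = 2 libraries each), a log2 fold change of 4.91 (standard error 0.59, adjusted p = 0.00199, limma). *Hspa1b*, a near-identical neighbour from 34956436 to 34959238 whose reads the authors' counting could have split with *Hspa1a*, had a log2 fold change of 4.68. *Hsph1* rose by 3.34, *Hsp90aa1* by 2.11 and *Dnaja1* by 2.06 on the log2 scale. Among the genes with a mean of at least 100 normalized counts, *Gdf15* and *Mt1* were the other genes among the 5 largest increases, with log2 fold changes of 2.82 and 2.46.

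Genes of lymphocytes were mostly lower. From the lists of T and NK cell and B and plasma cell markers, immunoglobulin genes and T cell receptor alpha and beta genes, 12 were listed on day 0, of which 11 were lower and 1 higher. This split did not differ from that of the other listed genes (199 lower and 98 higher; two-sided Fisher's exact test, p = 0.112). These lists left out 6 listed T cell receptor genes of the gamma and delta chains (*Tcrg-C1*, *Tcrg-C2*, *Tcrg-C4*, *Tcrg-V7*, *Trgv2* and *Trdv5*, chosen after their values were seen), all of them lower, with log2 fold changes from -3.39 to -1.04. With these included, a choice made after seeing the data, 17 genes were lower and 1 higher, against 193 and 98 of the other listed genes (two-sided Fisher's exact test, p = 0.0162). The T and NK cell markers were *Xcl1*, *Trac*, *Cd7*, *Nkg7*, *Trdc* and *Cd3d*, with log2 fold changes down to -1.60 and a median of -1.11. Among the receptor genes on the lists written before the data were examined, those that changed most were counted at low levels. *Ighv8-12* was listed at 0 in both *Efhd2* f/f Vil1 cre/+ libraries and at 13.6 ± 12.7 normalized counts in *Efhd2* f/f IECs, *Trbv12-1* had a log2 fold change of -2.91, *Ighd* of -2.53 and *Ighg2b* of -2.44, and *Igkv8-24*, the gene that was higher, of 2.89. *Trbv12-1* was not called with a pseudocount of 0.1 (adjusted p = 0.0532, limma), nor *Igkv8-24* with a pseudocount of 10, where its log2 fold change was 0.97.

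Among the genes lower on day 0 with a mean of at least 100 normalized counts, the largest decreases besides that of *Efhd2* were those of *Rpl34* (-4.55), *Enpep* (-2.85), *Anpep* (-2.74) and *Rn7sk* (-2.72). *Rpl34* and *Rn7sk* have many processed copies in the genome, so their levels could depend on how the authors' counting placed shared reads, which was not tested. *Enpep* and *Anpep* encode aminopeptidases of the brush border. Of genes the paper names for IEC subtypes, *Chga* (chromogranin A) was at 2103 ± 368 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 4767 ± 1050 in *Efhd2* f/f IECs, a log2 fold change of -1.17 (standard error 0.41, adjusted p = 0.0292, limma), and *Lyz1* (lysozyme) was at 4.40 ± 2.37 against 33.7 ± 29.8, a log2 fold change of -2.43.

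**Figure D3:**
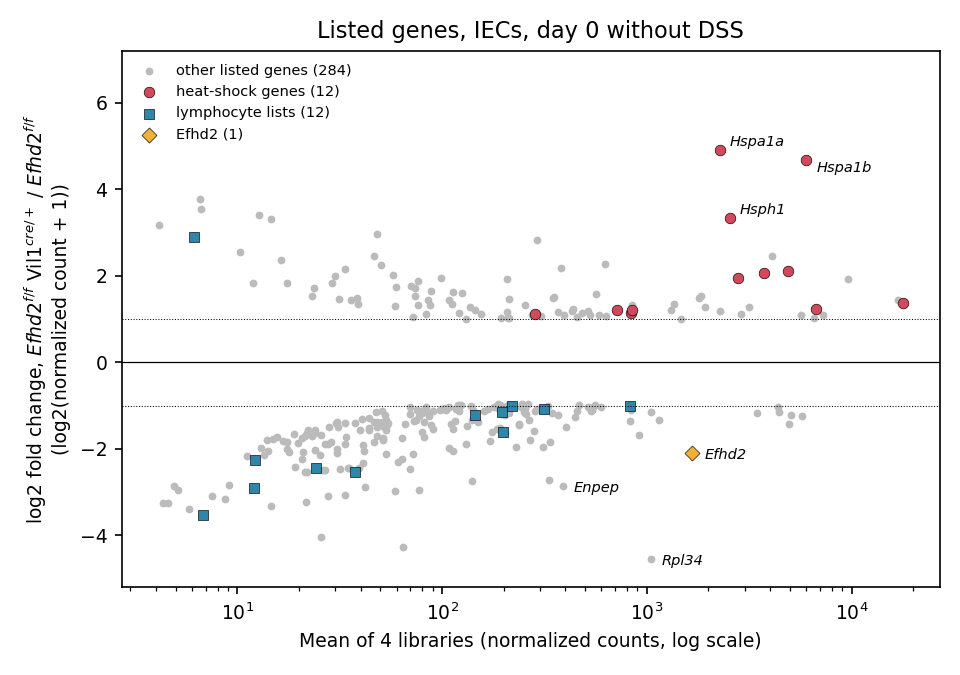
log2 fold change between *Efhd2* f/f Vil1 cre/+ and *Efhd2* f/f IECs on day 0 against the mean normalized count of the 4 libraries (log scale), for the 309 genes listed. Circles are the 12 heat-shock genes, all above 0, squares are the 12 genes of the lymphocyte lists, of which 11 lie below 0, and the diamond is *Efhd2*; dotted lines mark log2 fold changes of -1 and 1.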

Source data are provided as a Source Data file.

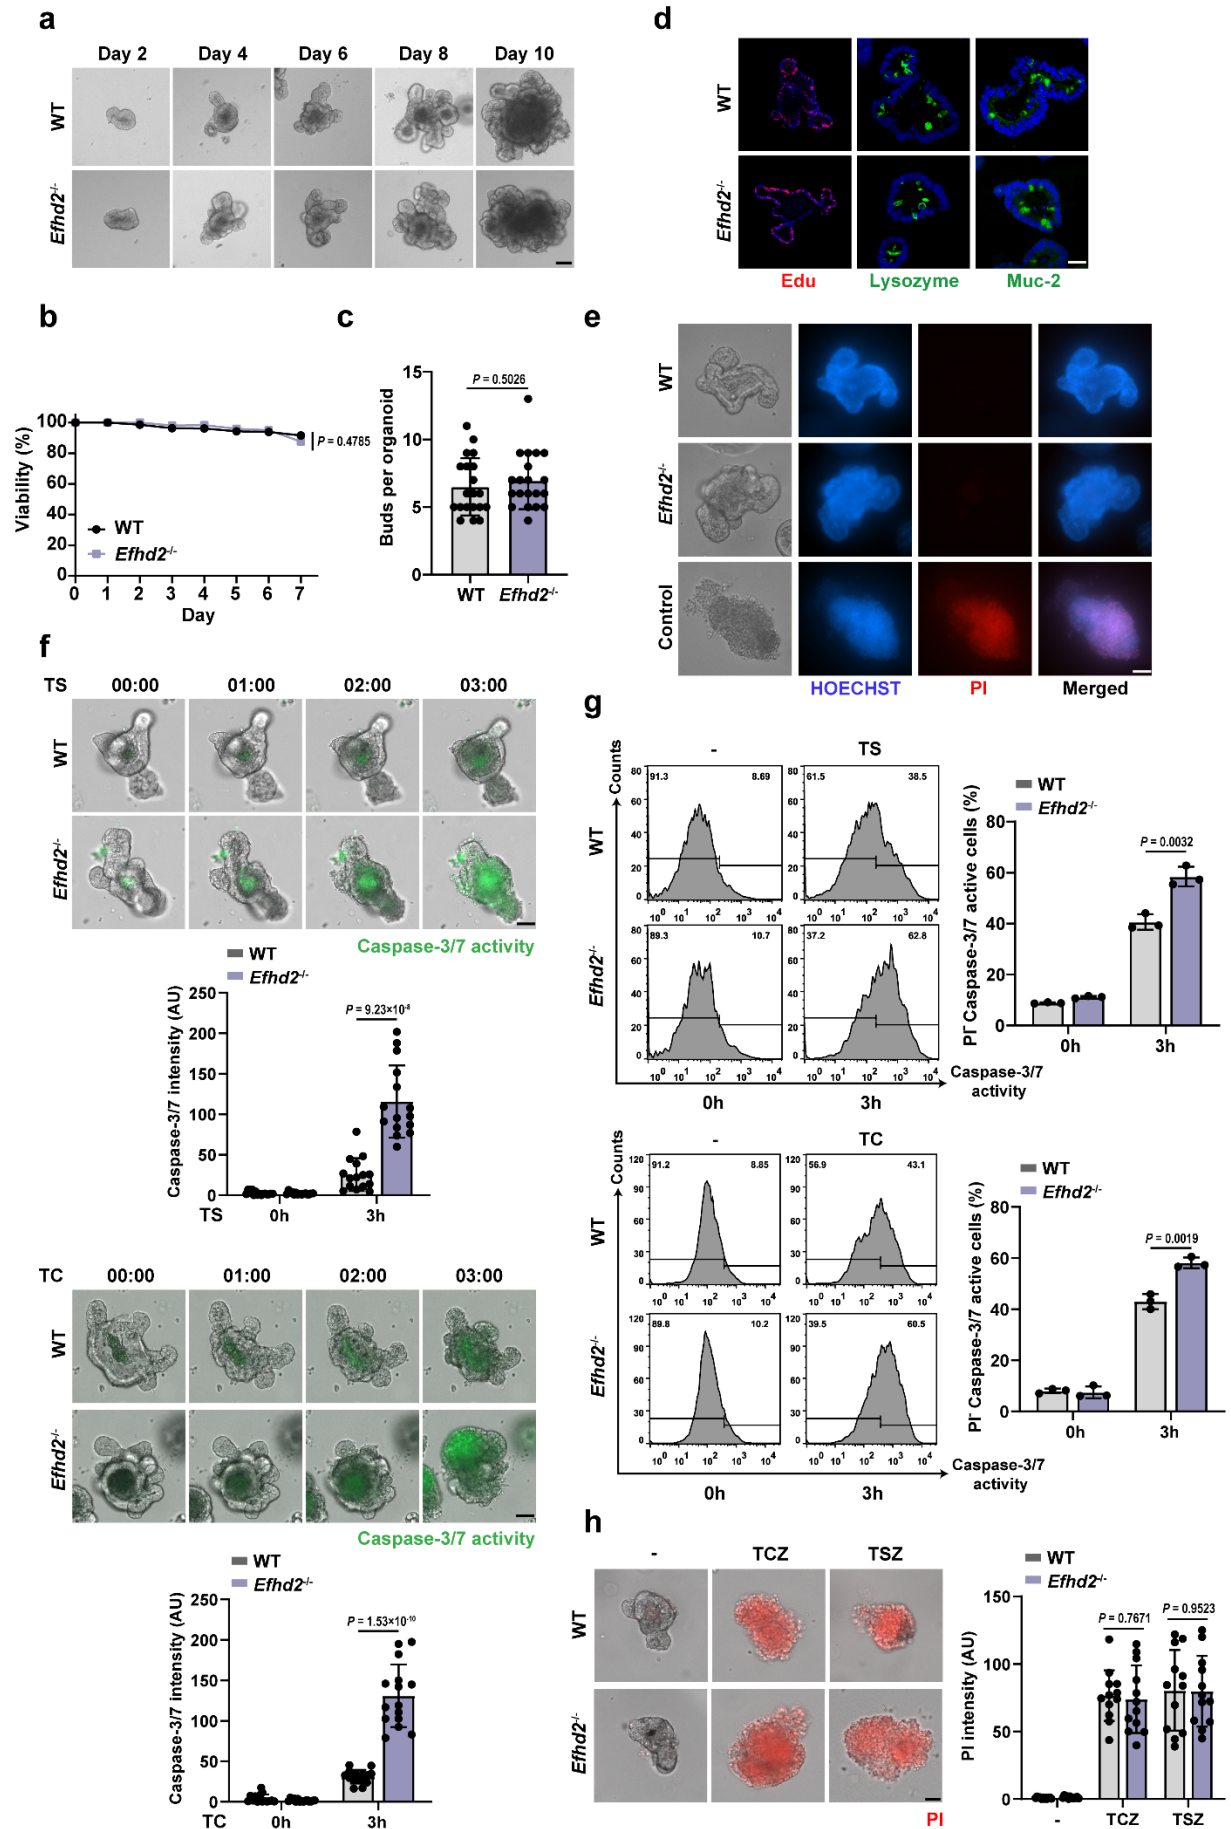

**Supplementary figure 5. EFHD2 protects intestinal enteroids from TNF-induced apoptosis but not necroptosis.** **a, b** Representative images (**a**) and viability quantification (**b**) of WT and *Efh2*<sup>-/-</sup> enteroids cultured for the indicated time. Scale bar, 50  $\mu$ m. At least 50 organoids were quantified in **b**. **c** Bud number of enteroids were quantified on day 5. n = 20 enteroids each group. **d** Representative immunofluorescence images of Edu (red), lysozyme (green), Muc-2 (green), and DAPI (blue) staining of WT and *Efh2*<sup>-/-</sup> enteroids on day 5. Scale bar, 50  $\mu$ m. **e** Representative live cell images of WT and *Efh2*<sup>-/-</sup> enteroids cultured on day 5 in the presence of PI (red) and HOECHST (blue). WT enteroids treated with TCZ for 16h as the positive control. Scale bar, 50  $\mu$ m. **f** Time-series images of WT and *Efh2*<sup>-/-</sup> enteroids of day 5 treated with TS or TC in the presence of a caspase-3/7 activity detection reagent (green). Digits represent hours: minutes; scale bars, 50  $\mu$ m. Quantification of caspase-3/7 intensity at the indicated time was shown in the histogram. n = 15 enteroids each group. **g** Flow cytometric analysis of caspase-3/7 activity from dispersed WT and *Efh2*<sup>-/-</sup> enteroids of day 5 treated with with TS or TC for 3 hours. n = 3 mice each group. **h** Representative images of WT and *Efh2*<sup>-/-</sup> enteroids of day 5 treated with TCZ or TSZ for 16 hours in the presence of PI (red). Scale bar, 50  $\mu$ m. Quantification of PI intensity was shown in the histogram. n = 12 enteroids each group. Data are representative of three independent experiments; error bars show means  $\pm$  s.d. *P* values were determined by unpaired two-tailed *t*-test (**c,f-h**) and paired two-tailed *t*-test (**b**). Source data are provided as a Source Data file.

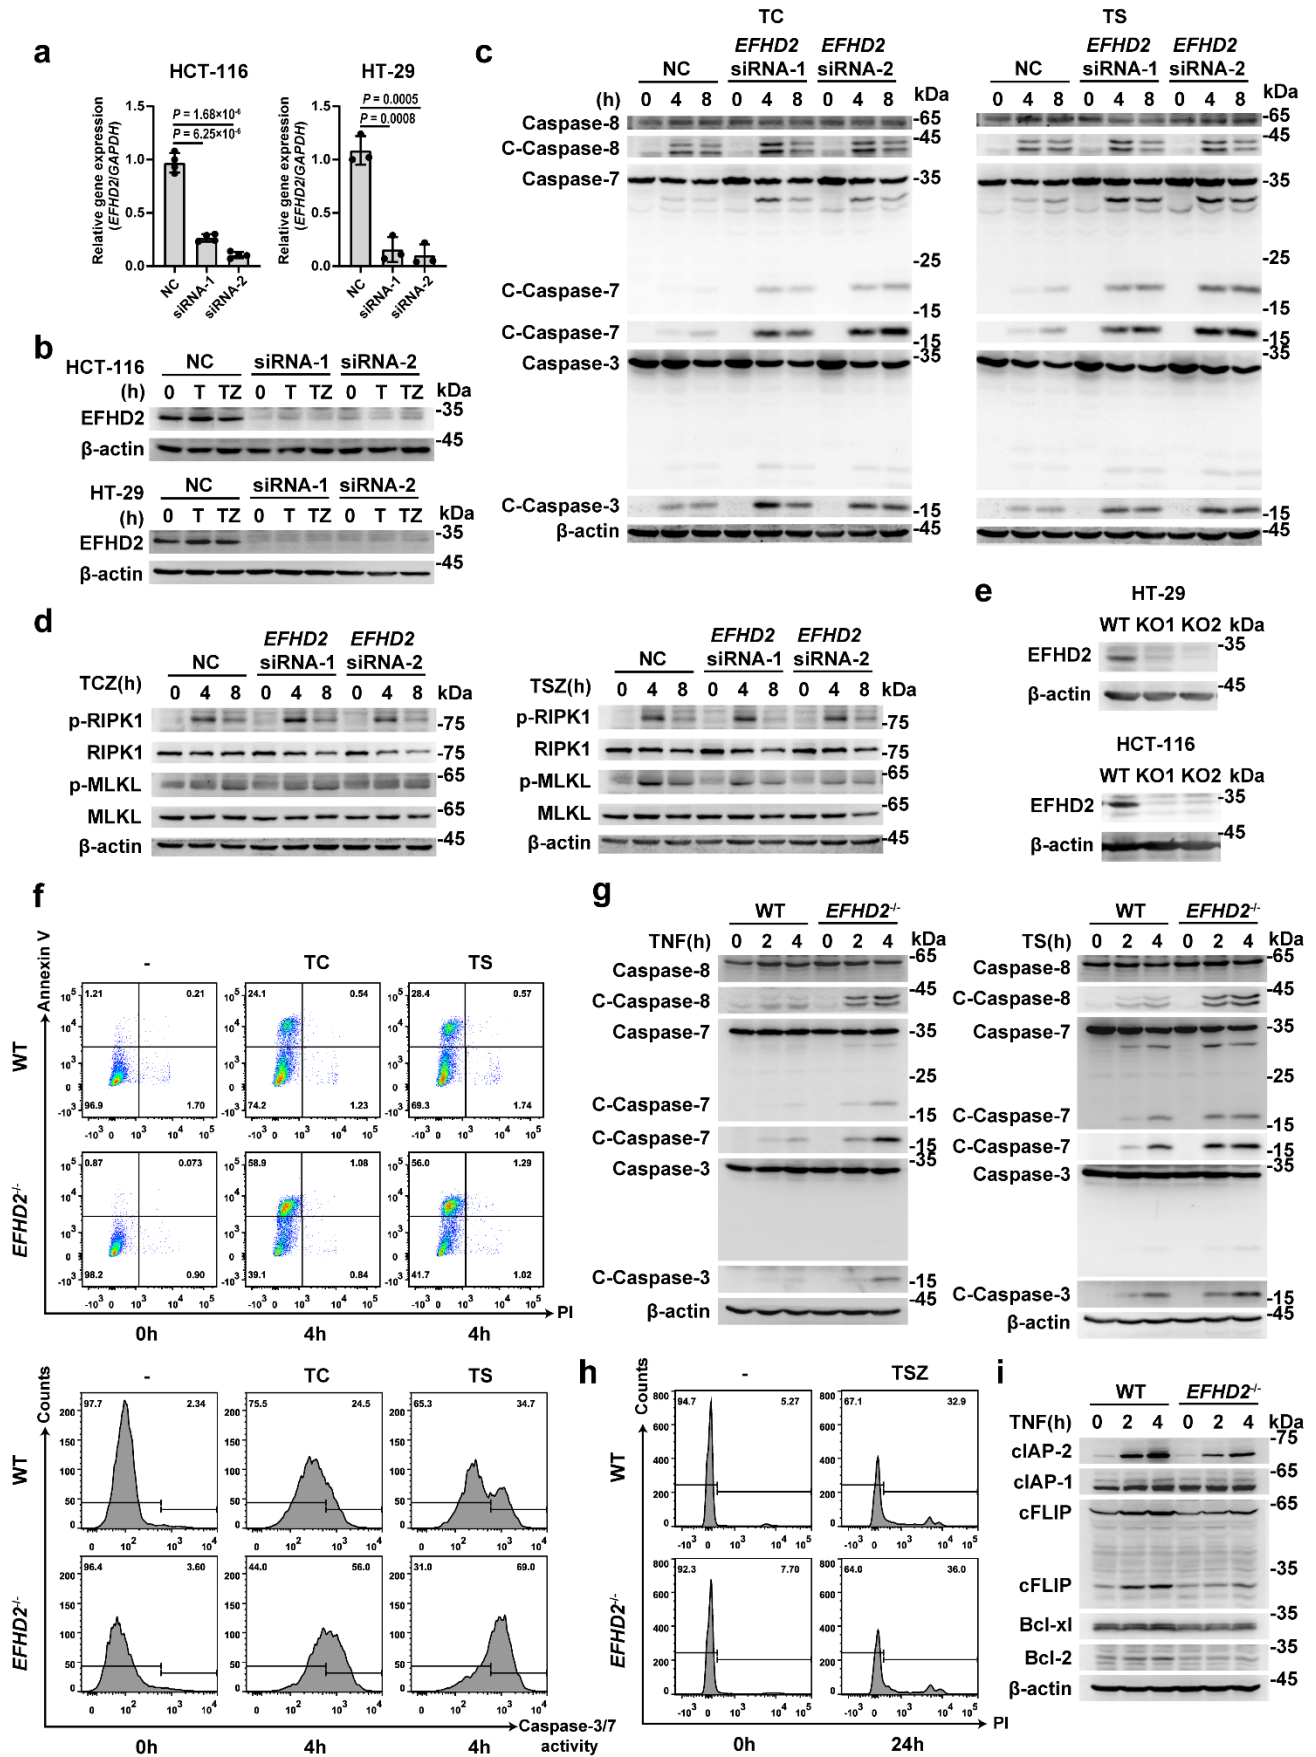

**Supplementary figure 6. EFHD2 suppresses TNF-induced apoptosis but not necroptosis in epithelial cells.** **a** Relative mRNA levels of *EFHD2* from HCT-116 (n = 4) and HT-29 cells (n = 3) transfected with two siRNA against *EFHD2* by qPCR assay. **b** Western blot analysis for the protein level of EFHD2 in wild-type and *EFHD2* interfered HCT-116 and HT-29 cells treated with TNF alone or TNF combined with zVAD-fmk for 2h. **c, d** Western blot analysis of lysates from wild-type and *EFHD2* interfered HT-29 cells treated with TC and TS (**c**), or TCZ and TSZ (**d**) for the indicated time. **e** Western blot analysis for the protein level of EFHD2 in WT and *EFHD2*<sup>-/-</sup> HCT-116 and HT-29 cells. **f** Representative flow cytometric analysis of cell apoptosis and caspase-3/7 activity from WT and *EFHD2*<sup>-/-</sup> HCT-116 cells treated with TC or TS for the indicated time. **g** Western blot analysis of lysates from WT and *EFHD2*<sup>-/-</sup> HCT-116 cells treated with TNF alone or TS for the indicated time. **h** Flow cytometric analysis of PI-positive cells from WT and *EFHD2*<sup>-/-</sup> HT-29 cells treated with TSZ for the indicated time. **i** Western blot analysis for the level of NF-κB targeted genes from WT and *EFHD2*<sup>-/-</sup> HCT-116 cells treated with TNF for the indicated time. Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. Source data are provided as a Source Data file.

**a**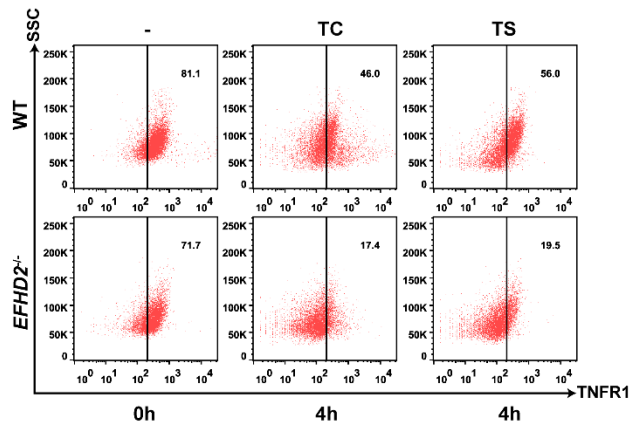**b**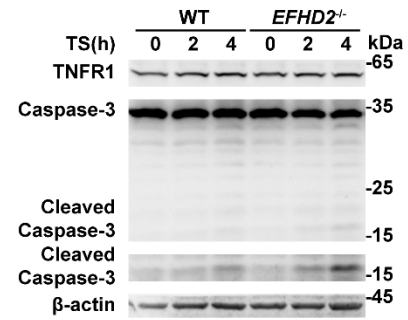**c**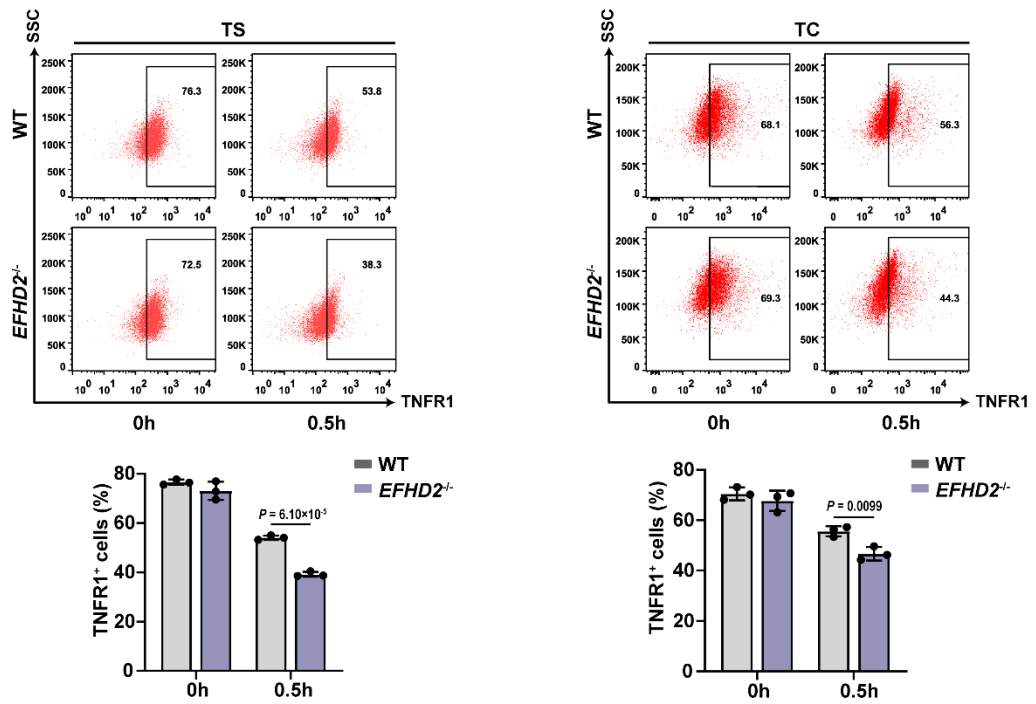**d**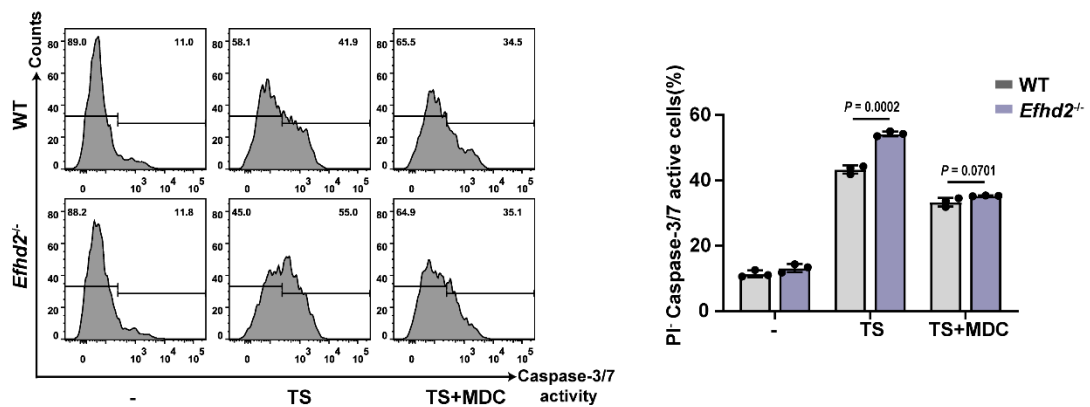

**Supplementary figure 7. EFHD2 inhibits the internalization of TNFR1 in epithelial cells.** **a** Representative flow cytometric analysis plot and proportions of cell-

surface TNFR1-positive cells from WT and *EFHD2*<sup>-/-</sup> HCT-116 cells treated with TC or TS for 4h. **b** Western blot analysis for the level of TNFR1 from WT and *EFHD2*<sup>-/-</sup> HCT-116 cells treated with TS for the indicated time. **c** Representative flow cytometric analysis plot and proportions of cell-surface TNFR1-positive cells from WT and *EFHD2*<sup>-/-</sup> HT-29 cells treated with TS or TC for 30 min. n = 3. **d** Flow cytometric analysis of caspase-3/7 activity from dispersed WT and *Efhhd2*<sup>-/-</sup> enteroids treated with TS for 3 hours, without or with MDC pretreatment for 1 hour. n = 3. Data are representative of three independent experiments; error bars show means ± s.d. *P* values were determined by unpaired two-tailed *t*-test. Source data are provided as a Source Data file.

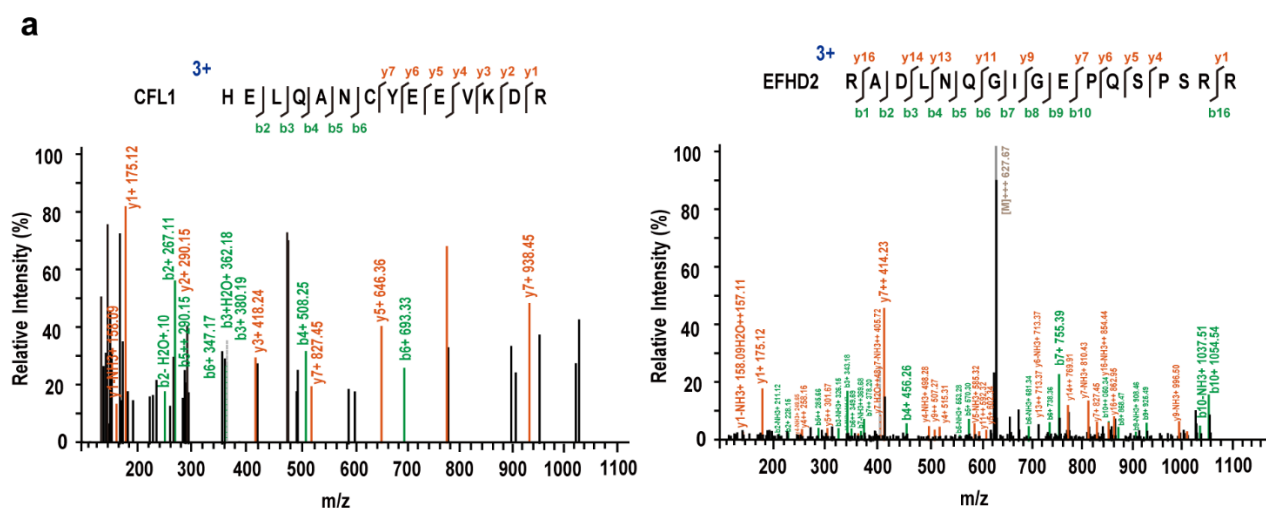

**Supplementary figure 8. EFHD2 interacts with Cofilin.** **a** Mass spectrometry analysis of peptides of Cofilin-1 and EFHD2. Data are representative of three independent experiments.

**Supplementary Table 1 Sequences of primers for genotyping and sgRNA sequences**

| <b>Primer Symbol</b>                                                                           | <b>Primers (5'-3')</b>   |
|------------------------------------------------------------------------------------------------|--------------------------|
| P1 for <i>Efh2</i> <sup>-/-</sup> mice                                                         | ACACTGAGACCATCTTCCACATCT |
| P2 for <i>Efh2</i> <sup>-/-</sup> mice                                                         | CATATCCGCAACTCCATGCTGTT  |
| P3 for <i>Efh2</i> <sup>-/-</sup> mice                                                         | CACTTGGGCCTCAAGAGTAT     |
| transgene forward for <i>Efh2</i> <sup>f/f</sup><br>Vil1 <sup>cre/+</sup> mice                 | TCGATGCAACGAGTGATGAG     |
| transgene reverse for <i>Efh2</i> <sup>f/f</sup><br>Vil1 <sup>cre/+</sup> mice                 | TCCATGAGTGAACGAACCTG     |
| internal positive control forward<br>for <i>Efh2</i> <sup>f/f</sup> Vil1 <sup>cre/+</sup> mice | CAAATGTTGCTTGTCTGGTG     |
| internal positive control reverse for<br><i>Efh2</i> <sup>f/f</sup> Vil1 <sup>cre/+</sup> mice | GTCAGTCGAGTGCACAGTTT     |
| wild-type for <i>Efh2</i> <sup>f/f</sup> Lyz <sup>cre/+</sup> mice                             | TTACAGTCGGCCAGGCTGAC     |
| common for <i>Efh2</i> <sup>f/f</sup> Lyz <sup>cre/+</sup> mice                                | CTTGGGCTGCCAGAATTTCTC    |
| mutation for <i>Efh2</i> <sup>f/f</sup> Lyz <sup>cre/+</sup> mice                              | CCCAGAAATGCCAGATTACG     |
| <b>sgRNA</b>                                                                                   | <b>Sequence (5'-3')</b>  |
| sgRNA targeting <i>EFHD2</i> (exon 1)                                                          | GGCCAGCTCGTCCGTGGCCA     |
| sgRNA targeting <i>EFHD2</i> (exon 1)                                                          | GCGGCGCGCAGACCTCAACC     |
| sgRNA targeting <i>EFHD2</i> (exon 2)                                                          | GTCGATGAAGCCGTCCCGCC     |
| sgRNA targeting <i>EFHD2</i> (exon 2)                                                          | GAGCTTCCGGGAGGTAAGCC     |

**Supplementary Table 2 Demographics of enrolled participants**

|                           | Overall | Healthy control | UC   | Remission |
|---------------------------|---------|-----------------|------|-----------|
| <b>Count</b>              | 29      | 9               | 10   | 10        |
| <b>Male</b>               | 14      | 5               | 6    | 3         |
| <b>Female</b>             | 15      | 4               | 4    | 7         |
| <b>Median age</b>         | 52      | 60              | 50.5 | 45.5      |
| <b>Min age</b>            | 24      | 38              | 30   | 24        |
| <b>Max age</b>            | 73      | 66              | 69   | 73        |
| <b>Region of sampling</b> |         |                 |      |           |
| Ascending colon           | 3       | 2               | 1    | 0         |
| Transverse colon          | 4       | 0               | 1    | 3         |
| Descending colon          | 3       | 2               | 0    | 1         |
| Sigmoid colon             | 17      | 4               | 8    | 5         |
| Rectum                    | 2       | 1               | 0    | 1         |

Median age: 52

Mean age: 50.55

**Supplementary Table 3 Demographics of UC patients with infliximab treatment**

|                                              | Infliximab responder | Infliximab non-responder |
|----------------------------------------------|----------------------|--------------------------|
| <b>Number of patients (<i>n</i>)</b>         | 5                    | 6                        |
| <b>Sex, women, <i>n</i> (%)</b>              | 3(60%)               | 3(50%)                   |
| <b>Age (yrs), mean (<math>\pm</math>SEM)</b> | 37.20 $\pm$ 1.685    | 38.00 $\pm$ 3.856        |
| <b>Region of sampling</b>                    |                      |                          |
| Cecum                                        | 1                    | 0                        |
| Ascending colon                              | 1                    | 0                        |
| Transverse colon                             | 0                    | 1                        |
| Descending colon                             | 1                    | 1                        |
| Sigmoid colon                                | 2                    | 4                        |

# Supplementary Table 4 EFHD2-interacting proteins identified by LC-MS

analysis in HCT-116 cells

| 0min       |           |       |          |          |
|------------|-----------|-------|----------|----------|
| Accession  | Gene Name | Score | Matches  | Coverage |
| A0A024QZ77 | EFHD2     | 11132 | 532(345) | 66%      |
| A0A075B6S2 | IGKV2D-29 | 812   | 33(22)   | 19%      |
| A0A5C2FZI3 |           | 748   | 16(15)   | 20%      |
| H6VRF8     | KRT1      | 648   | 44(17)   | 39%      |
| H6VRG2     | KRT1      | 639   | 44(17)   | 39%      |
| P13645     | KRT10     | 620   | 50(18)   | 42%      |
| P35908     | KRT2      | 568   | 32(16)   | 29%      |
| Q71U36     | TUBA1A    | 370   | 25(11)   | 38%      |
| A0A6Q8PFK8 | HSPB1     | 191   | 9(5)     | 45%      |
| A0A5C2G8A6 |           | 176   | 6(5)     | 8%       |
| P35527     | KRT9      | 171   | 29(10)   | 29%      |
| A0A384ME17 | TUFM      | 167   | 9(5)     | 21%      |
| A0A075B6Z2 | TRAJ56    | 161   | 17(15)   | 38%      |
| Q6I9V5     | SLC25A6   | 151   | 9(5)     | 18%      |
| A0A0S2Z4Y5 | DPM1      | 141   | 11(5)    | 28%      |
| B3KML9     |           | 125   | 16(5)    | 31%      |
| P08779     | KRT16     | 114   | 21(5)    | 22%      |
| G3V1A4     | CFL1      | 113   | 6(4)     | 24%      |
| A0A5C2GC48 |           | 112   | 17(9)    | 20%      |
| P27348     | YWHAQ     | 105   | 3(3)     | 9%       |
| Q9NS69     | TOMM22    | 99    | 3(2)     | 16%      |
| A0A075B6R9 | IGKV2D-24 | 99    | 15(9)    | 13%      |
| Q8TBT6     |           | 98    | 9(2)     | 18%      |
| A0A0S2Z382 | SLC25A10  | 92    | 18(6)    | 31%      |
| P02533     | KRT14     | 89    | 17(4)    | 19%      |
| A0A804GS07 | ACTG1     | 87    | 7(3)     | 16%      |
| A0A024RBE8 | SLC25A3   | 84    | 13(3)    | 12%      |
| P05787     | KRT8      | 84    | 11(3)    | 15%      |
| A0A5C2GAH8 |           | 82    | 7(4)     | 11%      |
| B4DZG7     | ARL1      | 79    | 3(2)     | 10%      |
| V9HW22     | HEL-S-72p | 78    | 7(3)     | 14%      |
| K7EK00     | FAM210A   | 77    | 4(1)     | 12%      |
| A0A0A0MRQ5 | PRDX1     | 71    | 4(2)     | 34%      |
| Q9UNL2     | SSR3      | 68    | 1(1)     | 7%       |
| A0A024RD80 | HSP90AB1  | 67    | 10(1)    | 12%      |
| A0A384MTW7 |           | 65    | 1(1)     | 7%       |
| I3L1P8     | SLC25A11  | 65    | 2(2)     | 8%       |
| P08727     | KRT19     | 63    | 17(3)    | 27%      |
| O95881     | TXNDC12   | 62    | 2(2)     | 13%      |
| D9HTE9     | SLC25A1   | 58    | 5(2)     | 16%      |
| Q0QET7     | GAPDH     | 55    | 2(1)     | 6%       |

|            |          |    |      |     |
|------------|----------|----|------|-----|
| A0A024R5Z7 | ANXA2    | 49 | 1(1) | 2%  |
| P18085     | ARF4     | 39 | 6(2) | 21% |
| E9PL09     | RPS3     | 39 | 5(1) | 18% |
| Q96DM1     | PGBD4    | 37 | 3(1) | 4%  |
| J3KS45     | TMCO1    | 37 | 1(1) | 10% |
| L0R5A1     | CSF2RB   | 36 | 6(3) | 7%  |
| A0A286YFY4 | IGHG2    | 36 | 1(1) | 2%  |
| A0A2R8Y6V5 | CCSER2   | 35 | 3(1) | 7%  |
| A0A2R8Y653 | UCK2     | 34 | 4(0) | 18% |
| A0A087WVQ9 | EEF1A1   | 32 | 9(1) | 9%  |
| A0A2X0TVV1 | ARHGEF17 | 30 | 7(1) | 0%  |
| Q8WUK0     | PTPMT1   | 29 | 4(1) | 19% |
| A8K2M8     |          | 29 | 3(0) | 3%  |
| E9PLX7     | RPL27A   | 29 | 7(1) | 18% |
| Q9NPL8     | TIMMDC1  | 28 | 3(1) | 12% |
| Q9Y6C9     | MTCH2    | 28 | 1(1) | 5%  |
| A0A140T907 | FLOT1    | 25 | 2(0) | 21% |
| B2R4I8     |          | 25 | 1(0) | 7%  |
| J3QRS3     | MYL12A   | 23 | 1(0) | 5%  |
| A0A087WWT3 | ALB      | 23 | 3(0) | 3%  |
| J3QSB4     | RPL13    | 23 | 3(0) | 23% |
| A0A024R8P8 | RPL38    | 21 | 4(0) | 35% |
| P62280     | RPS11    | 18 | 4(0) | 29% |
| Q8IZ22     | MKKS     | 17 | 2(0) | 2%  |
| A0A087WW66 | PSMD1    | 16 | 9(0) | 2%  |

| TNF 15min  |           |       |          |          |
|------------|-----------|-------|----------|----------|
| Accession  | Gene Name | Score | Matches  | Coverage |
| A0A024QZ77 | EFHD2     | 12046 | 546(359) | 70%      |
| H6VRF8     | KRT1      | 909   | 66(25)   | 44%      |
| A0A5C2GLS3 |           | 835   | 40(25)   | 43%      |
| A0A1B0GVI3 | KRT10     | 457   | 47(18)   | 24%      |
| P35527     | KRT9      | 382   | 41(13)   | 39%      |
| P35908     | KRT2      | 361   | 31(8)    | 27%      |
| P81605     | DCD       | 233   | 8(5)     | 22%      |
| P04259     | KRT6B     | 220   | 19(8)    | 16%      |
| Q9BQE3     | TUBA1C    | 220   | 17(6)    | 33%      |
| A0A384ME17 | TUFM      | 170   | 6(3)     | 14%      |
| E9PK25     | CFL1      | 164   | 8(4)     | 24%      |
| A0A075B6R9 | IGKV2D-24 | 147   | 16(11)   | 13%      |
| A0A075B6Z2 | TRAJ56    | 132   | 16(13)   | 38%      |
| A0A0S2Z4Y5 | DPM1      | 109   | 13(3)    | 36%      |
| A0A5C2GC48 |           | 107   | 21(10)   | 20%      |
| A0A5C2G8A6 |           | 105   | 6(4)     | 8%       |
| P02533     | KRT14     | 105   | 18(4)    | 19%      |
| Q6I9V5     | SLC25A6   | 100   | 8(4)     | 17%      |
| A0A7S5EVE0 |           | 98    | 7(4)     | 18%      |
| A0A0S2Z382 | SLC25A10  | 91    | 12(4)    | 26%      |

|            |               |    |       |     |
|------------|---------------|----|-------|-----|
| A0A6Q8PFK8 | HSPB1         | 86 | 7(2)  | 31% |
| P18085     | ARF4          | 70 | 6(2)  | 15% |
| Q9UNL2     | SSR3          | 68 | 1(1)  | 7%  |
| A0A384NYT8 |               | 67 | 11(4) | 20% |
| Q8TBT6     |               | 65 | 7(1)  | 13% |
| Q9NS69     | TOMM22        | 64 | 4(1)  | 8%  |
| A0A384MTW7 |               | 64 | 1(1)  | 7%  |
| A0A0A0MSI0 | PRDX1         | 59 | 5(1)  | 23% |
| K7EK00     | FAM210A       | 58 | 1(1)  | 5%  |
| E9PKE3     | HSPA8         | 57 | 5(1)  | 10% |
| P05787     | KRT8          | 53 | 9(1)  | 8%  |
| Q9Y5M8     | SRPRB         | 51 | 1(1)  | 5%  |
| P46783     | RPS10         | 48 | 3(2)  | 23% |
| L0R5A1     | CSF2RB        | 48 | 4(3)  | 7%  |
| A0A024RBE8 | SLC25A3       | 45 | 6(1)  | 8%  |
| A8K1K8     | C18orf55      | 42 | 3(1)  | 10% |
| Q59FC6     |               | 40 | 5(1)  | 7%  |
| Q02413     | DSG1          | 38 | 2(1)  | 3%  |
| A0A6Q8PFE4 | ACTB          | 33 | 6(2)  | 20% |
| Q96DM1     | PGBD4         | 30 | 1(1)  | 1%  |
| D9HTE9     | SLC25A1       | 28 | 4(1)  | 14% |
| A0A024R5Z7 | ANXA2         | 28 | 2(0)  | 7%  |
| Q8TBC8     | C21orf57      | 28 | 1(0)  | 13% |
| Q96RW7     | HMCN1         | 28 | 2(1)  | 0%  |
| A0A286YFY4 | IGHG2         | 24 | 2(0)  | 2%  |
| Q7Z3K9     | DKFZp781L0540 | 19 | 3(0)  | 4%  |
| A0A140VK00 |               | 18 | 3(0)  | 7%  |
| I3L1P8     | SLC25A11      | 18 | 3(0)  | 9%  |
| L0R5D5     | TMEM70        | 17 | 1(0)  | 9%  |
| Q8N584     | TTC39C        | 16 | 1(0)  | 2%  |
| A0A2R8Y811 | RPS14         | 16 | 1(0)  | 8%  |
| I3L3I7     | PLD2          | 15 | 3(0)  | 5%  |

**Supplementary Table 5 Sequences of primers for qPCR and siRNA sequences**

| Gene Symbol                            | Primers (5'-3')             |                             |
|----------------------------------------|-----------------------------|-----------------------------|
|                                        | Forward                     | Reverse                     |
| <i>Il1b</i>                            | GCAACTGTTCTGAACTCAACT       | ATCTTTTGGGGTCCGTCAACT       |
| <i>Il1a</i>                            | CGAAGACTACAGTTCTGCCATT      | GACGTTTCAGAGGTTCTCAGAG      |
| <i>Il6</i>                             | TAGTCCTTCCTACCCCAATTTC<br>C | TTGGTCCTTAGCCACTCCTTC       |
| <i>Efhd2</i>                           | CAGGAGGTGGACGAGGATTTC       | AAAGCGGCTGGACACGTTGAT       |
| <i>Gapdh</i>                           | AGGTCGGTGTGAACGGATTTG       | TGTAGACCATGTAGTTGAGGTC<br>A |
| <i>EFHD2</i>                           | TTCCTCCTGATCTTCCGCAAGG<br>C | CTACTTAAAGGTGGACTGCAGC      |
| <i>GAPDH</i>                           | ACAACCTTGGTATCGTGGAAGG      | GCCATCACGCCACAGTTTC         |
| siRNA                                  |                             | Sequence (5'-3')            |
| siRNA targeting <i>EFHD2</i> (sense 1) |                             | ACACCGAGTTCAAGGAGTT         |
| siRNA targeting <i>EFHD2</i> (sense 2) |                             | GCTTCGAGGAGGAGATCAA         |

# Supplementary material for: EFHD2 suppresses intestinal inflammation by blocking intestinal epithelial cell TNFR1 internalization and cell death
**Source:** Nat Commun. 2024 Feb 12;15:1282. doi: 10.1038/s41467-024-45539-x
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA high throughput sequencing data of this study is deposited in the NCBI GEO dataset under accession code GSE224768 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224768>). The public single-cell RNA sequencing dataset in the re-analysis for EFHD2 expression levels in multiple cell types from normal human colon tissue is deposited in the NCBI GEO dataset under accession code GSE116222 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116222>). The mass spectrometry data reported in this study is deposited in the ProteomeXchange with the dataset identifier PXD048587 (<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX048587>). All other study data are included in the article and/or Supplementary Information. Any additional information is available upon request to the corresponding author (Xuetao Cao, ). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

experiments, blinding is not relevant to our study as the investigators need to be aware of the genotypes of the cell lines and mouse strains. The phenotype change is beyond what can be affected by human bias.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

Anti-EFHD2 antibody produced in rabbit, Sigma Aldrich, HPA048961  
 Anti-EFHD2/SWS1 antibody, Abcam, ab24368  
 Anti-Chromogranin A antibody, Abcam, ab15160  
 Anti-Lysozyme antibody [EPR2994(2)], Abcam, ab108508  
 Anti -MUC2 Rabbit pAb, Servicebio, GB11344-100  
 Anti -Ki67 Mouse mAb, Servicebio, GB121141-100  
 Anti-Carbonic Anhydrase 1/CA1 antibody [EPR23232-286], Abcam, ab267475  
 TNF-R1 antibody (H-5), Santa Cruz, sc-8436  
 EEA1 (C45B10) Rabbit mAb, Cell Signaling Technology, #3288  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594, Invitrogen, A-11005  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488, Invitrogen, A-11008  
 Cleaved Caspase-3 (Asp175) Antibody, Cell Signaling Technology, #9661  
 Cleaved Caspase-8 (Asp387) (D5B2) XP® Rabbit mAb, Cell Signaling Technology, #8592  
 Phospho-MLKL (Ser345) (D6E3G) Rabbit mAb, , #37333  
 Anti -E-cadherin Mouse mAb, Servicebio, GB12082-100  
 Caspase-7 Antibody, Cell Signaling Technology, #9492  
 Cleaved Caspase-8 (Asp374) (18C8) Rabbit mAb, Cell Signaling Technology, #9496  
 Caspase-8 (1C12) Mouse mAb, Cell Signaling Technology, #9746  
 Caspase-3 Antibody, Cell Signaling Technology, #9662  
 MLKL (D2I6N) Rabbit mAb, Cell Signaling Technology, #14993  
 MLKL (D6W1K) Rabbit mAb, Cell Signaling Technology, #37705  
 Phospho-MLKL (Ser358) (D6H3V) Rabbit mAb, Cell Signaling Technology, #91689  
 RIP (D94C12) XP® Rabbit mAb, Cell Signaling Technology, #3493  
 Phospho-RIP (Ser166) (D1L3S) Rabbit mAb, Cell Signaling Technology, #65746  
 Phospho-RIP (Ser166) Antibody, Cell Signaling Technology, #31122  
 Phospho-IKKα/β (Ser176/180) (16A6) Rabbit mAb, Cell Signaling Technology, #2697  
 IKKα Antibody, Cell Signaling Technology, #2682  
 IKKβ (D30C6) Rabbit mAb, Cell Signaling Technology, #8943  
 Phospho-NF-κB p65 (Ser536) (93H1) Rabbit mAb, Cell Signaling Technology, #3033  
 NF-κB p65 (D14E12) XP® Rabbit mAb, Cell Signaling Technology, #8242  
 TRADD (7G8) Rabbit mAb, Cell Signaling Technology, #3684  
 c-IAP1 (D5G9) Rabbit mAb, Cell Signaling Technology, #7065

c-IAP2 (58C7) Rabbit mAb, Cell Signaling Technology, #3130  
 TRAF2 (C192) Antibody, Cell Signaling Technology, #4724  
 Rab5 (C8B1) Rabbit mAb, Cell Signaling Technology, #3547  
 Cofilin (D3F9) XP® Rabbit mAb, Cell Signaling Technology, #5175  
 Phospho-Cofilin (Ser3) (77G2) Rabbit mAb, Cell Signaling Technology, #3313  
 Na<sup>+</sup>/K<sup>+</sup>-ATPase antibody (H-3), Santa Cruz, sc-48345  
 Anti-β-Actin mAb, MBL, M177-3  
 EFHD2, GeneTex, GTX108080  
 Monoclonal ANTI-FLAG® M2 antibody produced in mouse, Sigma Aldrich, F1804  
 TNFR1 Polyclonal antibody, Proteintech, 21574-1-AP  
 FLIP (D5J1E) Rabbit mAb, Cell Signaling Technology, #56343  
 Bcl-xL (54H6) Rabbit mAb, Cell Signaling Technology, #2764  
 Bcl-2 (D17C4) Rabbit mAb, Cell Signaling Technology, #3498

## Validation

All antibodies were obtained commercially and were tested and validated by the respective company. All antibodies had validation statement provided on the website of the manufacturer.

Anti-EFHD2 antibody produced in rabbit, <https://www.sigmaaldrich.cn/CN/zh/product/sigma/hpa048961>  
 Anti-EFHD2/SWS1 antibody, <https://www.abcam.cn/products/primary-antibodies/efhd2sws1-antibody-ab24368.html>  
 Anti-Chromogranin A antibody, <https://www.abcam.cn/products/primary-antibodies/chromogranin-a-antibody-ab15160.html>  
 Anti-Lysozyme antibody [EPR2994(2)], <https://www.abcam.cn/products/primary-antibodies/lysozyme-antibody-epr29942-ab108508.html>  
 Anti-MUC2 Rabbit pAb, <https://www.servicebio.cn/goodsdetail?id=1173>  
 Anti-Ki67 Mouse mAb, <https://www.servicebio.cn/goodsdetail?id=6801>  
 Anti-Carbonic Anhydrase 1/CA1 antibody [EPR23232-286], <https://www.abcam.cn/products/primary-antibodies/carbonic-anhydrase-1ca1-antibody-epr23232-286-ab267475.html>  
 TNF-R1 antibody (H-5), <https://www.scbt.com/zh/p/tnf-r1-antibody-h-5?requestFrom=search>  
 EEA1 (C45B10) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/eea1-c45b10-rabbit-mab/3288>  
 Cleaved Caspase-3 (Asp175) Antibody, <https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>  
 Cleaved Caspase-8 (Asp387) (D5B2) XP® Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-8-asp387-d5b2-xp-rabbit-mab/8592>  
 Phospho-MLKL (Ser345) (D6E3G) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-mlkl-ser345-d6e3g-rabbit-mab/37333>  
 Anti-E-cadherin Mouse mAb, <https://www.servicebio.cn/goodsdetail?id=597>  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594, <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11005>  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488, <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>  
 Caspase-7 Antibody, <https://www.cellsignal.cn/products/primary-antibodies/caspase-7-antibody/9492>  
 Cleaved Caspase-8 (Asp374) (18C8) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-8-asp374-18c8-rabbit-mab/9496>  
 Caspase-8 (1C12) Mouse mAb, <https://www.cellsignal.cn/products/primary-antibodies/caspase-8-1c12-mouse-mab/9746>  
 Caspase-3 Antibody, <https://www.cellsignal.cn/products/primary-antibodies/caspase-3-antibody/9662>  
 MLKL (D216N) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/mlkl-d216n-rabbit-mab/14993>  
 MLKL (D6W1K) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/mlkl-d6w1k-rabbit-mab/37705>  
 Phospho-MLKL (Ser358) (D6H3V) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-mlkl-ser358-d6h3v-rabbit-mab/91689>  
 RIP (D94C12) XP® Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/rip-d94c12-xp-rabbit-mab/3493>  
 Phospho-RIP (Ser166) (D1L3S) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-rip-ser166-d1l3s-rabbit-mab/65746>  
 Phospho-RIP (Ser166) Antibody, <https://www.cellsignal.cn/products/primary-antibodies/phospho-rip-ser166-antibody/31122>  
 Phospho-IKKα/β (Ser176/180) (16A6) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-ikka-b-ser176-180-16a6-rabbit-mab/2697>  
 IKKα Antibody, <https://www.cellsignal.com/products/primary-antibodies/ikka-antibody/2682>  
 IKKβ (D30C6) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/ikkb-d30c6-rabbit-mab/8943>  
 Phospho-NF-κB p65 (Ser536) (93H1) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-nf-kb-p65-ser536-93h1-rabbit-mab/3033>  
 NF-κB p65 (D14E12) XP® Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/nf-kb-p65-d14e12-xp-rabbit-mab/8242>  
 TRADD (7G8) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/tradd-7g8-rabbit-mab/3684>  
 c-IAP1 (D5G9) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/c-iap1-d5g9-rabbit-mab/7065>  
 c-IAP2 (58C7) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/c-iap2-58c7-rabbit-mab/3130>  
 TRAF2 (C192) Antibody, <https://www.cellsignal.cn/products/primary-antibodies/traf2-c192-antibody/4724>  
 Rab5 (C8B1) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/rab5-c8b1-rabbit-mab/3547>  
 Cofilin (D3F9) XP® Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/cofilin-d3f9-xp-rabbit-mab/5175>  
 Phospho-Cofilin (Ser3) (77G2) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/phospho-cofilin-ser3-77g2-rabbit-mab/3313>  
 Na<sup>+</sup>/K<sup>+</sup>-ATPase antibody (H-3), <https://www.scbt.com/p/na-k-atpase-alpha-antibody-h-3?requestFrom=search>

Anti- $\beta$ -Actin mAb, <https://www.mbl-chinawide.cn/uploads/pdf/M177-3-ver4.pdf>  
 EFHD2 antibody, <https://www.genetex.cn/Product/Detail/EFHD2-antibody/GTX108080>  
 TNFR1 Polyclonal antibody, <https://www.ptgcn.com/products/TNFR1-Antibody-21574-1-AP.htm>  
 FLIP (D5J1E) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/flip-d5j1e-rabbit-mab/56343>  
 Bcl-xL (54H6) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/bcl-xl-54h6-rabbit-mab/2764>  
 Bcl-2 (D17C4) Rabbit mAb, <https://www.cellsignal.cn/products/primary-antibodies/bcl-2-d17c4-rabbit-mab/3498>  
 Monoclonal ANTI-FLAG® M2 antibody produced in mouse, <https://www.sigmaaldrich.com/US/en/search/f1804?focus=products&page=1&perpage=30&sort=relevance&term=f1804&type=product>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session (e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Induction of apoptosis was performed using a combination of 20 ng/ml recombinant mouse or human TNF (PeproTech), 10 µg/ml CHX (Selleckchem), and 5 µM LCL-161 (MedChemExpress). To induce necroptosis, the same concentrations were used, with the addition of 20 µM zVAD-fmk (Selleckchem). At the endpoint of the experiment, cells were stained with the FITC Annexin V Apoptosis Detection Kit (BD Biosciences) following the manufacturer's instructions and analyzed using a BD LSRFortessa flow cytometer (BD Biosciences).

#### Instrument

BD LSRFortessa flow cytometer (BD Biosciences) were used for data collection in our study.

#### Software

Data were analyzed by Flowjo v10.

#### Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

#### Gating strategy

Cells were first gated on FSC-A/SSC-A for excluding debris, then single cells were gated according to the boundaries between negatively and positively labeled cell populations. Unlabeled cells and single-labeled cells with each antibody were used to set boundaries.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Magnetic resonance imaging

## Experimental design

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

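Primary colonic IECs of *Efhd2* f/f Vil1 cre/+ and *Efhd2* f/f mice were sequenced on day 0 without DSS and on day 7 after DSS administration, with 2 libraries in each of the 4 groups. The paper gives the dose for mice of these genotypes as 2.5% DSS in Fig. 2 and does not name a dose in its paragraph on the transcriptome. The samples were mapped to genotype and day from the sample labels and the paper. The columns of the tables name the genotype and the day, and carry library numbers that are not the replicate numbers of the labels, so each column was used as a library of its group without a replicate number.

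The authors deposited a table for each day, and both were used. The per-library signal in these tables is a normalized count per gene, scaled by the authors with a method the paper's text does not name; the values are not whole numbers, and whole reads were not recovered from them. The deposited mean of each genotype equals the mean of its 2 libraries. The log2 fold change in the tables was made by the authors, who state that they compared 2 groups at a time with DESeq2, and so were the p-value and adjusted p-value of each gene. The authors kept genes with an absolute log2 fold change above 1 and an adjusted p-value under 0.05, and the tables hold only such genes. The paper's text does not name the aligner, the counting tool or the genome build. The coordinates given by the authors are those of GRCm38: all 309 genes of day 0 and all 128 genes of day 7 were found in GENCODE mouse release 21, with identical coordinates for 294 and 126 of them. A total depth per library cannot be taken from tables that hold part of the genes, so no interval or floor from counting was computed. Values under 1e-06 were set to 0 (25 values on day 0 and 14 on day 7).

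From the normalized counts, log2(value + 1) was computed with a pseudocount of 1, and the genotypes were compared within each table by limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the listed genes of that table. A gene was called when its adjusted p-value was under 0.05 and its absolute log2 fold change above 1. Fold changes on this scale understate the change of genes with low values. Count models were not used because the tables hold no counts. As the listed genes had been selected for a difference between the same libraries, the calls describe how the listed genes hold under another model. The variance that limma shares among genes was also estimated from selected genes. The procedure was tested on simulated data with 2000 genes per table, drawn from the levels of the listed genes with a dispersion of 0.05, of which 200 were changed 4-fold. It called 197 of the 200 changed genes in the right direction at the levels of day 0 and 199 at those of day 7, and it called 3 and 11 unchanged genes. The dispersion was a set value, not estimated from these libraries. Most simulated genes were unchanged and none was selected for a difference, unlike the listed genes. The simulation therefore shows that the procedure runs correctly, not how many changes it recovers in these tables.

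Gene lists were compared by direction within a table with two-sided Fisher's exact tests, on the sign of the authors' deposited log2 fold change. The tests of heat-shock, lymphocyte and myeloid genes were set because the paper reports such terms from these same libraries. They are therefore no independent support for those terms, and genes are not independent replicates. The lists of Fig. 3f genes, heat-shock genes and marker genes of neutrophils, macrophages, lymphocytes, red blood cells and sex were written before the data were examined (the T cell receptor genes on them are those of the alpha and beta chains and *Trdc*); lists of enteroendocrine, absorptive and posterior identity genes were written after the names of the listed genes had been seen. Movement of a list between the 2 libraries of a genotype was tested with 100000 permutations over genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and the plots.

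The genes named in the text follow a rule set before the data were examined: each gene of Fig. 3f; each gene the paper names that is listed; for each day and direction the 5 called genes with the largest absolute log2 fold change among those with a mean of at least 100 normalized counts and no overlap between the genotypes; at most 5 heat-shock genes called on day 0; at most 5 genes of each tested marker list; and at most 5 genes listed on both days with opposite signs. Genes named beyond this rule are said to have been chosen after their values were seen, apart from the 6 T and NK cell markers listed on day 0, which are named as the members of their list. Alternatives were another pseudocount (0.1 and 10), equal sums over the listed genes, a mean of at least 50, a stricter fold change threshold (above 2 on the log2 scale), adjustment over all genes the authors tested, and each library left out in turn. The enrichment of GO and KEGG terms reported in Fig. 3e and Supplementary Fig. 4 was not repeated, because no annotation of these terms was used here.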

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

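The lists of enteroendocrine, absorptive and posterior identity genes were chosen after the names of the listed genes had been seen; the tests between libraries of one genotype were set before their values were computed, apart from that for the neutrophil and macrophage lists, and the requirement that 80% of a list move one way between libraries was added after the values for the absorptive genes had been seen. Groups of 2 libraries are too small to ask whether a single library lies far from the others of its group.

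Of the 9 genes listed on both days, 7 moved in opposite directions, with both *Efhd2* f/f Vil1 cre/+ libraries on one side of both *Efhd2* f/f libraries on day 0 and on the other side on day 7; chance separates 2 libraries from 2 for 33.3% of unselected genes, and these genes had been selected for a difference on each day. The log2 fold change of *Nr0b2* was 2.97 on day 0 and -3.67 on day 7, a difference of -6.65. The other 6 were lower in *Efhd2* f/f Vil1 cre/+ IECs on day 0 and higher on day 7: the difference between the days was 6.50 for *Nos2* (-2.05 and 4.45), 5.52 for *Spp1* (-2.85 and 2.67), 4.54 for *Saa3* (-1.46 and 3.08), 4.31 for *9130204K15Rik* (-1.74 and 2.57), 3.84 for *Fcer1g* (-1.98 and 1.85) and 3.06 for *Abca1* (-1.13 and 1.93). *Fcer1g* and *Abca1* on both days were chosen after their values were seen. The difference between the days was not tested, because the 2 tables were normalized separately. The size of some changes depended on the pseudocount. *Spp1* on day 0, at 0.506 against 9.26 normalized counts, was at -4.81 with a pseudocount of 0.1 and -0.88 with 10. *Abca1* on day 0 was at -0.95 with a pseudocount of 10, and neither gene was called there. *Nr0b2* on day 7 was at -4.30 with a pseudocount of 0.1 and -1.85 with 10. When libraries were scaled to equal sums over the listed genes, which lowers the median of day 7 by 2.41, *Fcer1g* and *Abca1* fell on day 7 as well (-0.56 and -0.49), *9130204K15Rik*, *Spp1* and *Saa3* were near 0 or weakly higher (0.20, 0.28 and 0.66), and *Nos2* was at 2.03. *Fcer1g* and *Spp1* are on the macrophage list. A varying share of neutrophil and macrophage RNA was tested for the libraries of day 7, and the genes of these lists as a whole rose from *Efhd2* f/f Vil1 cre/+ library 65 to library 71 (permutation over genes, p = 0.0223 after doubling for the 2 genotypes tested), but *Fcer1g* and *Spp1* fell, from 958 to 596 and from 755 to 97.6 normalized counts, so this test does not explain them. An effect of *Efhd2* that depends on DSS is a candidate explanation that cannot be told apart from a difference in cell composition in these libraries.

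The paper does not discuss enteroendocrine genes in the transcriptome. Of a list of 40 such genes, 15 were listed on day 0 and all 15 were lower in *Efhd2* f/f Vil1 cre/+ IECs, with log2 fold changes from -2.49 to -1.03 and no overlap between the genotypes (33.3% of unselected genes by chance, but the listed genes were selected for a difference). They include *Chga*, *Chgb* (-1.03), *Pyy* (-1.21), *Nts* (-1.96), *Insm1*, *Fev* and *Pax6*; apart from *Chga* these were chosen after their values were seen. Against the other listed genes of day 0 (99 higher and 195 lower), p was 0.00353 (two-sided Fisher's exact test). The list was written after the names of the listed genes had been seen, so this p is descriptive. No gene of the list was listed on day 7. A varying share of enteroendocrine cell RNA among the libraries is a candidate explanation. Between the 2 libraries of a genotype these genes moved no differently from the other genes lower on day 0 (permutation over genes, p = 1 after doubling). All 15 fell from *Efhd2* f/f library 50 to library 52, by a median log2 ratio of -0.41, but so did the other lower genes (-0.45), and the test does not exclude a varying share. It also leaves open whether the genotypes differed in the share of these cells or in expression within them. These explanations cannot be told apart here. By immunostaining, which included chromogranin A, the paper found that loss of *Efhd2* in IECs did not affect differentiation.

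Genes of posterior identity were higher on day 0. Of a list of 18, *Hoxb13*, *Hoxa13*, *Evx1* and *Hottip* were listed, and all 4 were higher, with log2 fold changes from 1.06 to 1.51. Against the other listed genes (95 higher and 210 lower), p was 0.0101 (two-sided Fisher's exact test). The list was written after the names of the listed genes had been seen, so this p is descriptive. With equal sums over the listed genes all 4 stayed positive, and *Hoxb13* and *Hoxa13* were at 0.90 and 0.48 and no longer called. Of 39 genes of small-intestinal absorptive and Paneth cells, 12 were listed on day 0, and 11 were lower, among them *Anpep*, *Enpep*, *Apoa1*, *Abcg5*, *Abcg8*, *Npc1l1* and *Lyz1*. This split did not differ from that of the other listed genes (two-sided Fisher's exact test, p = 0.112). Apart from *Anpep*, *Enpep* and *Lyz1*, these posterior and absorptive genes, and *Mme*, were chosen after their values were seen. A different stretch of intestine in the libraries of the 2 genotypes, with more distal colon in the *Efhd2* f/f Vil1 cre/+ libraries, could give both patterns. If the stretch varied between libraries, these genes would also move together within a genotype. Between the *Efhd2* f/f libraries 50 and 52 the median log2 ratio of the 11 lower genes was 0.11, against -0.48 for the other lower genes (permutation over genes, p = 0.00584 after doubling), but only 6 of the 11 moved up, so they did not move together and the test did not settle it. *Mme* shows how uneven these genes were: it was at 255 normalized counts in library 50 and 1.83 in library 52, and under 1 in both *Efhd2* f/f Vil1 cre/+ libraries. With group means under 3 normalized counts raised to 3, a set value not derived from counting, its mean was 42.8-fold lower in *Efhd2* f/f Vil1 cre/+ IECs. That difference rests on a single library. A biological shift along the colon cannot be told apart from a difference in sampling.

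Red blood cell genes were higher on day 7. Of 5 genes on the list, *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Alas2* were listed, and all 4 were higher in *Efhd2* f/f Vil1 cre/+ IECs, with log2 fold changes from 2.15 to 2.75. *Hba-a1* was at 2714 and 2643 normalized counts in the *Efhd2* f/f Vil1 cre/+ libraries and 387 and 935 in the *Efhd2* f/f libraries. These genes were chosen after their values were seen. With equal sums over the listed genes, *Hba-a1*, *Hbb-bs* and *Alas2* changed sign, to -0.27, -0.25 and -0.00822, while *Hba-a2* was at 0.35; this follows from the shift of all genes of day 7 and is no test of these genes. *Alas2* was also higher on day 0 without DSS, with a log2 fold change of 1.49 (0.89 with equal sums) and no overlap between the genotypes. *Hba-a1* and *Hba-a2* are near-identical copies. Blood in the isolated cells may be a source, but bleeding under DSS would not account for *Alas2* on day 0, and a share of blood was not tested.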

How the results depend on the processing

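No paired analysis was possible because the columns of the tables carry library numbers that do not match the replicate numbers of the labels. Of the alternatives set before the data were examined, TMM factors, DESeq2 and edgeR's quasi-likelihood test on recovered reads were not run, because the tables hold no counts. Fits without variance moderation and with a variance trend, and the wider list of T cell receptor genes, were chosen after seeing the data.

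The counts of called genes depended on how the variance and the multiple testing were handled. Adjusted over all genes the authors tested, 0 genes were called in each direction on each day, and 0 of the Fig. 3f genes; at an unadjusted p under 0.05, 22 Fig. 3f genes were higher, and the genes with a log2 fold change past the threshold were 104 higher and 10 lower on day 7 and 96 higher and 194 lower on day 0. Without variance moderation, 3 genes were called higher and 0 lower on day 7, 0 and 0 on day 0, and 0 of the Fig. 3f genes; at an unadjusted p under 0.05 there were 7 Fig. 3f genes, 39 higher and 3 lower on day 7 and 49 higher and 96 lower on day 0. Apart from these 3 genes, the calls thus rested on the variance shared among the listed genes. The 0 calls over all tested genes rested on it as well, as that adjustment was run only on the main fit. The smallest adjusted p over the listed genes in that fit was 0.00283 on day 7 and 0.00199 on day 0 (limma). With genes of a mean of at least 50 it was 3.47e-07 and 4.55e-06 (limma). With a variance trend, 107 genes were called higher and 10 lower on day 7, 98 higher and 200 lower on day 0, and 24 Fig. 3f genes higher.

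With libraries scaled to equal sums over the listed genes, 5 genes were called higher on day 7 (main value 99) and 9 lower, 30 higher on day 0 (main value 94) and 207 lower, and 0 of the Fig. 3f genes (main value 22); at an unadjusted p under 0.05, 2 Fig. 3f genes and 13 listed genes were higher on day 7. *Reg3b* and *Reg3g* held 55.8% and 60.4% of the sum in the *Efhd2* f/f Vil1 cre/+ libraries of day 7, and the scaling shifted the median log2 fold change of that day by -2.41 and that of day 0 by -0.61. Under it, 16 of 79 results for named genes changed direction, all on day 7: *Adam8* (-0.72), *Bst1* (-0.16), *Ccl3* (-0.26), *Cxcl2* (-0.42), *Fcer1g* (-0.56), *Fcgr3* (-0.32), *Fn1* (-0.0373), *Fpr2* (-0.17), *Hp* (-0.13), *Mal* (-0.50), *Osm* (-0.71), *Trem1* (-0.72), *Hba-a1* (-0.27), *Hbb-bs* (-0.25), *Alas2* (-0.00822) and *Abca1* (-0.49). The scaling lowers the genes of day 7 by similar amounts, so the named genes that changed direction were those with log2 fold changes up to 2.39, and the change says how large they were beside the shift, not how each behaved. Another 26 were weaker and 37 kept their direction and side of the threshold; genes lower in *Efhd2* f/f Vil1 cre/+ IECs could not change direction under this scaling.

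With genes of a mean of at least 50, 65 were called higher and 6 lower on day 7, of 96 and 9 that remained; the cause was not tested. On day 0, 120 were called lower (main value 193), of 129 lower genes that remained, so the fall follows from the smaller list. With a log2 fold change above 2, 22 genes were higher and 50 lower on day 0 (main values 94 and 193). The pseudocount changed fewer results: 5 of 79 named results were weaker at 0.1, and 3 were weaker and 4 stronger at 10. The tests of heat-shock and lymphocyte genes kept their direction and side of the threshold with genes of a mean of at least 50. They also did so with a log2 fold change above 2 and with protein-coding genes and receptor segments. No other alternative set earlier was run as a test of these lists. With equal sums over the listed genes, all 12 heat-shock genes stayed higher and 11 of the 12 lymphocyte genes stayed lower. With every listed T cell receptor gene in the lymphocyte lists, 17 were lower (11 before) and the p of the Fisher's exact test fell from 0.112 to 0.0162. The test of myeloid genes could not fall under 0.05 in the observed direction, since all 19 were higher and p was 0.368. With equal sums, 12 of these 19 genes were higher and 7 lower. For genes listed on both days, the alternatives left 5 and 4 genes, too few for the exact binomial test to fall under 0.05.

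With each library left out in turn, the listed genes with a log2 fold change past the threshold, without a test, numbered from 115 to 117 higher and from 10 to 11 lower on day 7, and from 75 to 94 higher and from 150 to 203 lower on day 0. The 25 Fig. 3f genes stayed above it in each of these 4 fits, and *Efhd2* on day 0 stayed between -2.27 and -1.91. The widest range among named genes was that of *Mme*, from -7.52 to -1.02, and *Ngp* ranged from 2.80 to 9.20. Depth is unknown, so how far it limits the genes with low values was not tested.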

Differences from the paper's values

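The paper's text gives no value for a measure computed here. It presents the genes of Fig. 3f as significantly increased in *Efhd2* f/f Vil1 cre/+ IECs after DSS. Of these, *Adam8*, *Osm* and *Trem1* were not called by limma (adjusted p of 0.0597, 0.0573 and 0.0579). Of the alternatives set before the data were examined, a pseudocount of 10 called all 3, with adjusted p of 0.0456, 0.0421 and 0.0421, the lowest of a range that reached 1 for each of them when adjusted over all genes the authors tested, and the pseudocount of 0.1, the mean of at least 50, equal sums, adjustment over all genes the authors tested and the threshold of 2 did not. The variance trend, chosen after seeing the values, called *Adam8* and *Trem1* and not *Osm*. The paper shows T cell activation among the terms of genes lower at steady state (Supplementary Fig. 4a). That is an enrichment of terms, which was not repeated here. The tests that follow ask only about direction among the listed genes, most of which were lower, so they neither repeat nor contradict it. Of the 12 genes of the lymphocyte lists, written before the data were examined, 11 were lower, a split that did not differ from that of the other listed genes (two-sided Fisher's exact test, p = 0.112), and none of the alternatives set before the data were examined brought this p under 0.05; the smallest was 0.0853, for genes with a mean of at least 50. With the 6 listed gamma and delta T cell receptor genes added to the lists, an alternative chosen after seeing the values, 17 of 18 were lower and p was 0.0162 (Fisher's exact test).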

Other observations

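The tests of immediate-early genes, of sex-linked genes, of the missing *Efhd2*, of the prior count and of the neutrophil and macrophage lists were chosen only after the results they bear on had been seen. So was the requirement that 80% of a list move one way between libraries. That an absence of the immediate-early genes on the stress list does not settle the question of stress was decided after the value was seen. The other tests were set before their results were computed.

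Some neutrophil genes differed widely between the *Efhd2* f/f Vil1 cre/+ libraries of day 7. *Ngp* was at 90.6 normalized counts in library 65 and 7712 in library 71, and *Ltf* at 102 and 1651, while both were under 15 in the *Efhd2* f/f libraries. Over the 19 listed genes of the neutrophil and macrophage lists, the median log2 ratio of library 71 to library 65 was 1.09, against 0.33 for the other 98 genes higher on day 7, and 16 of the 19 were above 0, all 15 of the neutrophil list and 1 of the 4 of the macrophage list (permutation over genes, p = 0.0223 after doubling for the 2 genotypes; genes are not independent replicates). Between the *Efhd2* f/f libraries the medians were 0.88 and 0.88. With equal sums over the listed genes, 12 of the 19 were higher in *Efhd2* f/f Vil1 cre/+ IECs and 7 lower (*Wfdc17*, *Fcgr3*, *Cd14*, *Fcer1g*, *Fpr2*, *Clec4e* and *Trem1*; *Wfdc17*, *Cd14* and *Clec4e* were chosen after their values were seen). The movement between libraries could come from a varying share of neutrophil RNA in the isolated cells. The rise was uneven among the 15 neutrophil genes, from 3206 to 3269 normalized counts for *Clec4e* and from 90.6 to 7712 for *Ngp*. A varying share alone would be expected to move them more alike, so it may not be the only source. A varying share of macrophage RNA would not give this movement, as *Fcgr3*, *Fcer1g* and *Spp1* fell from library 65 to library 71. Of the 25 genes of Fig. 3f, 9 are on these lists, as are 3 of the 6 genes of its apoptotic group (*Mmp9*, *S100a8* and *S100a9*), so a higher level of the neutrophil genes among them may reflect infiltrating cells as well as expression in IECs. The paper itself reports increased infiltration, and its isolation collects the cells released by EDTA without sorting.

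Immunoglobulin genes were also higher on day 7: 7 were listed and all 7 were higher, with log2 fold changes from 2.49 to 4.58, and from 0.12 to 3.45 with equal sums over the listed genes. *Il17a*, chosen after its values were seen, was at 57.1 ± 28.5 normalized counts in *Efhd2* f/f Vil1 cre/+ IECs and 4.63 ± 4.27 in *Efhd2* f/f IECs (n = 2 libraries each). No gene of the T and NK cell list was listed on day 7. No biological explanation was tested for these genes.

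On day 0, lymphocyte genes varied between libraries of one genotype. For the 11 lower genes of the lymphocyte lists, the median log2 ratio of *Efhd2* f/f library 52 to library 50 was -0.84, against -0.42 for the other 199 lower genes, which include the 6 gamma and delta T cell receptor genes, and 1 of the 11 was above 0 (permutation over genes, p = 0.0328 after doubling). From *Efhd2* f/f Vil1 cre/+ library 51 to library 53 they did not move apart from the other lower genes. The medians there were 0.24 and 0.19, and 8 of the 11 were above 0 (permutation over genes, p = 0.843 before doubling). A varying share of lymphocyte RNA could give the movement between the *Efhd2* f/f libraries. It may account for part of the lower level in *Efhd2* f/f Vil1 cre/+ IECs. Fewer lymphocytes among the epithelial cells of *Efhd2* f/f Vil1 cre/+ mice cannot be told apart from a difference in isolation.

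The largest increases among the listed genes of day 0 were those of *Hspa1a* and *Hspa1b*, and no gene of the heat-shock list was listed on day 7; the difference between the days was not tested. Of the 9 immediate-early genes on the list of stress genes, 0 were among the genes higher on day 0, while 8 heat-shock genes of that list were. Stress during cell isolation would be expected to raise immediate-early genes too, but stress that raised heat-shock genes alone, or immediate-early genes in all libraries alike, could not be excluded. Between the 2 libraries of a genotype the heat-shock genes did not move apart from the other higher genes by this test (permutation over genes, p = 0.126 after doubling, 0.0631 before). All 12 fell from *Efhd2* f/f Vil1 cre/+ library 51 to library 53, with a median log2 ratio of -0.30 against -0.02 for the other 87 higher genes, so variation in the heat-shock response among libraries could not be excluded, and *Hspa1a* itself was at 269 and 76.7 normalized counts in the *Efhd2* f/f libraries. A heat-shock response to the loss of *Efhd2* remains a hypothesis that cannot be told apart from a difference in handling.

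*Efhd2* is not among the genes listed on day 7. By the implied ranks, no gene with an adjusted p-value below that of the last listed gene (0.0497) is missing from that list. A comparison that could not reach a change of the size seen on day 0 was not excluded: 21 genes listed on day 7 had both a smaller absolute log2 fold change than that of *Efhd2* on day 0 in the authors' deposited table (-2.07) and a mean no higher, but that list holds genes past the threshold alone, and the 2 tables were normalized separately. A lower level in *Efhd2* f/f IECs after DSS, as the paper reports for the protein in colon tissue, *Efhd2* RNA from infiltrating cells, a mislabelled library, and a larger spread for this gene all remain possible and were not tested, as its values on day 7 were not analysed here.

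More genes had passed the adjusted p-value threshold without DSS than with it: the implied rank of the last listed gene was 568 on day 0 and 128 on day 7, out of 24084 and 24992 genes tested. The smallest absolute log2 fold change in the authors' deposited tables was 1.00 on day 0, at the paper's threshold, and 1.54 on day 7, above it. Of the 9 genes listed on both days, 2 moved in the same direction, *Defa24* and *Alas2*, chosen after their values were seen (exact two-sided binomial test against 0.5, p = 0.18).

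Some technical explanations for the listed genes were tested. Gene length did not separate higher from lower genes (permutation p = 0.85 on day 0 and 0.186 on day 7). A different sex of the mice of the 2 genotypes is an unlikely explanation, since 0 genes of the list of *Xist* and Y-linked genes were listed on either day. The count of genes near *Efhd2* does not bear on sequence carried along with the targeted allele, because both genotypes carry the same floxed allele: 4 protein-coding genes listed on day 0 besides *Efhd2* lie within 10 Mb of it, against a mean of 3.66 in 10000 random draws of 244 annotated genes, and 0.501 of the draws held as many. The region around the Cre transgene was not examined.

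Of 2 mitochondrial genes listed on day 0, both chosen after their values were seen, 1 differed widely within a genotype. *mt-Co2* was at 44079 normalized counts in *Efhd2* f/f Vil1 cre/+ library 51 and 8861 in library 53, against 6197 and 8459 in the *Efhd2* f/f libraries, and made up 17.2% of the sum over the listed genes in library 51. Limma did not call it (log2 fold change 1.45, adjusted p = 0.0714). With a pseudocount of 10 it was called (adjusted p = 0.0321, limma), but not with 0.1 or with equal sums over the listed genes. *mt-Co3* was at 18825 and 11651 normalized counts in the *Efhd2* f/f Vil1 cre/+ libraries and 3134 and 4797 in the *Efhd2* f/f libraries, and limma called it higher (log2 fold change 1.93, adjusted p = 0.00987; 1.32 with equal sums over the listed genes). No explanation was tested for these genes.

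The log2 fold changes in the authors' deposited tables were compared with the ratio of the deposited means. With a prior count of 0.125 added to each mean, the largest gap over both tables was 0.0809. With 0.05, 0.25, 0.5 and 1 it was 1.33, 1.01, 2.00 and 2.99, and with no prior count 16 genes had no finite ratio. This is consistent with a prior count of 0.125 in the step that made these values, which is the default of edgeR's exact test, whereas the methods name DESeq2. The tables do not say which tool made them.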
